# Adipose METTL14‐Elicited N^6^‐Methyladenosine Promotes Obesity, Insulin Resistance, and NAFLD Through Suppressing β Adrenergic Signaling and Lipolysis

**DOI:** 10.1002/advs.202301645

**Published:** 2023-08-01

**Authors:** Qianqian Kang, Xiaorong Zhu, Decheng Ren, Alexander Ky, Ormond A. MacDougald, Robert W. O'Rourke, Liangyou Rui

**Keywords:** β‐adrenergic signaling, adipose tissue, diabetes, lipolysis, m6A, obesity, RNA modifications

## Abstract

White adipose tissue (WAT) lipolysis releases free fatty acids as a key energy substance to support metabolism in fasting, cold exposure, and exercise. Atgl, in concert with Cgi‐58, catalyzes the first lipolytic reaction. The sympathetic nervous system (SNS) stimulates lipolysis via neurotransmitter norepinephrine that activates adipocyte β adrenergic receptors (Adrb1‐3). In obesity, adipose Adrb signaling and lipolysis are impaired, contributing to pathogenic WAT expansion; however, the underling mechanism remains poorly understood. Recent studies highlight importance of N^6^‐methyladenosine (m6A)‐based RNA modification in health and disease. METTL14 heterodimerizes with METTL3 to form an RNA methyltransferase complex that installs m6A in transcripts. Here, this work shows that adipose Mettl3 and Mettl14 are influenced by fasting, refeeding, and insulin, and are upregulated in high fat diet (HFD) induced obesity. Adipose *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcript m6A contents are elevated in obesity. Mettl14 ablation decreases these transcripts’ m6A contents and increases their translations and protein levels in adipocytes, thereby increasing Adrb signaling and lipolysis. Mice with adipocyte‐specific deletion of *Mettl14* are resistant to HFD‐induced obesity, insulin resistance, glucose intolerance, and nonalcoholic fatty liver disease (NAFLD). These results unravel a METTL14/m6A/translation pathway governing Adrb signaling and lipolysis. METTL14/m6A‐based epitranscriptomic reprogramming impairs adipose Adrb signaling and lipolysis, promoting obesity, NAFLD, and metabolic disease.

## 1 Introduction

Excessive expansion of white adipose tissue (WAT), a hallmark of obesity, is a risk factor for metabolic disease, and the underlying mechanism is complex and poorly understood. Adipocyte‐specific ablation of adipose triglyceride lipase (ATGL), which catalyzes the first reaction of lipolysis and is downregulated in obesity, results in excessive WAT expansion.^[^ ^1^ ^]^ Conversely, adipocyte‐specific overexpression of ATGL, or ablation of ATGL suppressor G0S2, protects against obesity and obesity‐associated metabolic disorders.^[^ ^2^ ^]^ These observations raise the possibility that ATGL downregulation and lipolysis suppression may play an important role in obesity development. Indeed, in both humans and mice, adipose lipolysis declines in obesity and aging (often associated with obesity).^[^ ^1^, ^3^ ^]^ Adipose lipolysis is tightly regulated by the sympathetic nervous system (SNS) and insulin. The SNS stimulates lipolysis via neural transmitter norepinephrine that binds to β adrenergic receptor 1–3 (Adrb1‐3) to activate the cAMP/protein kinase A (PKA) pathway in adipocytes.^[^ ^4^ ^]^ PKA phosphorylates ATGL and hormone‐sensitive lipase (HSL) and increases their lipase activities.^[^ ^4^, ^5^ ^]^ PKA also phosphorylates comparative gene identification 58 (CGI‐58, also known as ABHD5) and increases the ability of CGI‐58 to stimulate ATGL.^[^ ^6^ ^]^ Insulin suppresses lipolysis by activating PDE3B to counteract β adrenergic signaling.^[^ ^7^ ^]^ Additionally, insulin stimulates expression of Snail1 that epigenetically suppresses ATGL expression and lipolysis in WAT.^[^ ^1a^ ^]^ Of note, adipose β adrenergic signaling is impaired in obesity, leading to catecholamine resistance.^[^ ^8^ ^]^ Reversing catecholamine resistance, by either genetic or pharmacological intervention, mitigates high fat diet (HFD) induced obesity and insulin resistance in mice.^[^ ^7^, ^8^, ^9^ ^]^ Thus, impaired adipose β adrenergic signaling contributes to lipolysis inhibition and WAT expansion in obesity.

Recent studies highlight the importance of RNA modifications in health and disease.^[^ ^10^ ^]^ N^6^‐methyladenosine (m6A) is the predominant form of mRNA modifications.^[^ ^11^ ^]^ METTL14 (structural subunit) binds to METTL3 (catalytic subunit) to assemble a functional m6A methyltransferase, referred to as the m6A writer that deposits m6A on mRNA as well as noncoding RNA.^[^ ^12^ ^]^ The m6A motifs are recognized and bound by RNA‐binding proteins, referred to as m6A readers which in turn regulate the metabolism and fate of target RNAs.^[^ ^10^, ^13^ ^]^ Global deletion of either *Mettl14* or *Mettl3* results in embryonic death in mice,^[^ ^14^ ^]^ indicating that m6A modification is essential for survival. Pancreatic β cell‐specific deletion of *Mettl14* impairs insulin secretion and promotes diabetes.^[^ ^15^ ^]^ Liver‐specific deletion of *Mettl3* attenuates HFD‐induced insulin resistance and liver steatosis.^[^ ^16^ ^]^ These observations indicate that the Mettl14/Mettl3/m6A system in metabolic tissues plays an important role in the maintenance of metabolic homeostasis. However, the Mettl14/m6A system has not been explored in WAT and lipolysis. In this study, we identify *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcripts as previously unrecognized targets of Mettl14. Mettl14‐elicited m6A modification suppresses their translations, resulting in catecholamine resistance and lipolysis inhibition in WAT. Adipocyte‐specific deletion of *Mettl14* increases adipose lipolysis and protects against HFD‐induced obesity, insulin resistance, and nonalcoholic fatty liver disease (NAFLD). These results unveil a Mettl14/m6A/β adrenergic signaling circuit and a Mettl14/m6A/lipolysis axis that play a pivotal role in WAT expansion and obesity progression.

## 2 Results

### 2.1 Mettl3/Mettl14/m6A Pathway is Stimulated in WAT by Refeeding, Insulin, and Obesogenic Factors

To examine the influences of nutrients and metabolic hormones on adipose m6A modification of RNA transcripts, C57BL/6J male mice were fasted overnight and refed for 3 h. Inguinal (iWAT) and epididymal WAT (eWAT) were dissected to measure the protein and mRNA levels of Mettl3 and Mettl14 by immunoblotting and qPCR, respectively. Refeeding increased protein, but not mRNA, levels of Mettl14 in both iWAT and eWAT (**Figure** **1**A,B). Refeeding increased Mettl3 levels in eWAT but not iWAT (Figure 1A and Figure S1A, Supporting Information). Thus, Mettl3 and Mettl14 may be regulated by different mechanisms in iWAT and eWAT. We next measured adipose m6A levels using m6A dot blot assays. Refeeding significantly increased m6A levels in iWAT and eWAT (Figure 1C,D). Considering that refeeding stimulates insulin secretion, we tested if insulin increases Mettl3, Mettl14, and m6A levels. 3T3‐L1 cells were differentiated into adipocytes and stimulated with insulin in vitro. As expected, insulin stimulated phosphorylation of Akt and Gsk3β (Figure S1B, Supporting Information). Insulin stimulation increased Mettl14 and m6A levels (Figure 1E,F). Given that obesity is associated with hyperinsulinemia, we tested if adipose Mettl14 and m6A are elevated in obesity. We placed C57BL/6J male mice on a HFD for 12 weeks (chow: body weight 26.84 ± 1.31 g, *n* = 5, HFD: 51.48 g ± 0.70 g, *n* = 6, *p* < 0.001) and harvested WAT after overnight fasting. Mettl3 and Mettl14 protein levels in both iWAT and eWAT were substantially higher in HFD‐fed than in chow‐fed mice (Figure 1G). After HFD feeding for 16 weeks when fasted levels of Mettl3 and Mettl14 are markedly elevated, refeeding slightly increased Mettl14 levels in iWAT and was unable to increase Mettl3 and Mettl14 levels in eWAT (Figure S1C, Supporting Information). To further examine impact of obesogenic factors on the Mettl14/m6A system in adipocytes, we placed mice on HFD for 12 weeks and purified primary adipocytes and stromal vascular fraction (SVF) cells from iWAT and eWAT. HFD feeding increased *Mettl14* mRNA abundance in both adipocytes and SVF cells from iWAT and eWAT (Figure 1H). Consistently, adipocyte m6A levels were significantly higher in HFD‐fed than in chow‐fed mice (Figure 1I). These results demonstrate that refeeding, insulin, and obesogenic factors increase adipose Mettl14 expression and m6A levels.

**Figure 1:**
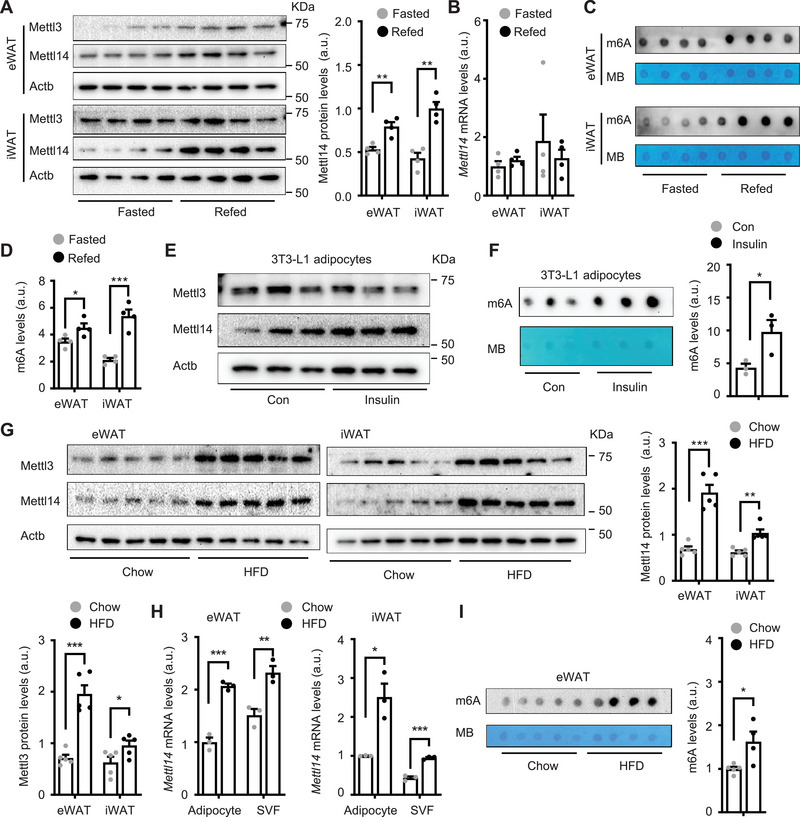
Mettl3/Mettl14/m6A‐based RNA modification is upregulated in fat by insulin and feeding and in obesity. A–D) C57BL/6J male mice (8 weeks old) were fasted overnight and then refed for 3 h. White adipose tissue (WAT) was harvested. A) epididymal WAT (eWAT) and inguinal WAT (iWAT) extracts were immunoblotted with the indicated antibodies. Mettl14 levels were normalized to Actb levels (*n* = 4 mice per group). a.u.: arbitrary unit. B) Mettl14 mRNA levels were measured by qPCR and normalized to 36B4 levels (*n* = 4 mice per group). C,D) Total m6A and total RNA levels were measured by dot blot assays and methylene blue (MB) staining. M6A levels were normalized to total RNA levels (*n* = 4 mice per group). E,F) 3T3‐L1 cells were differentiated into adipocytes. E) Cell extracts were immunoblotted with the indicated antibodies. F) m6A levels were measured by dot blot assays and normalized to total RNA levels (*n* = 3 repeats per group). G–I) C57BL/6J male mice (8 weeks old) were fed a high fat diet (HFD) for 12 weeks. G) iWAT and eWAT extracts were immunoblotted with the indicated antibodies (overnight fasting). Mettl3 and Mettl14 levels were quantified and normalized to Actb levels (*n* = 5 mice per group). H) Adipocytes and stromal vascular fraction (SVF) cells were purified from iWAT and eWAT. Mettl14 mRNA abundance was measured by qPCR and normalized to 36B4 levels (*n* = 3 mice per group). I) m6A levels in eWAT were measured by dot blot assays and normalized to total RNA levels. Chow: *n* = 5, HFD: *n* = 4. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test.

### 2.2 Adipocyte‐Specific Deletion of Mettl14 Protects Against HFD‐Induced Obesity

To explore adipose m6A function, we generated adipocyte‐specific *Mettl14* knockout (*Mettl14^Δfat^*) mice by crossing *Mettl14^f/f^* mice with *adiponectin‐cre* mice. *Mettl14^f/f^* mice were described before.^[^ ^15^, ^17^ ^]^ *Mettl14* mRNA levels in iWAT and eWAT were markedly lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S1D, Supporting Information). Adipocyte m6A levels were also lower in *Mettl14^Δfat^* mice relative to *Mettl14^f/f^* mice (Figure S1E, Supporting Information). Mettl14 protein levels were decreased in eWAT, iWAT, and brown adipose tissue (BAT), but not in the skeletal muscle, heart, liver, spleen, lung, and kidneys, in *Mettl14^Δfat^* mice (Figure S1F, Supporting Information). The residual Mettl14 in WAT of *Mettl14^Δfat^* mice might come from nonadipocyte cells. Body weight, glucose tolerance tests (GTT), and insulin tolerance testes (ITT) were comparable between *Mettl14^Δfat^* and *Mettl14^f/f^* mice on a chow diet (Figure S1G,H, Supporting Information). Next, we placed *Mettl14^f/f^* and *Mettl14^Δfat^* littermates on a HFD for 16 weeks to increases adipose Mettl14 expression in *Mettl14^f/f^* (but not *Mettl14^Δfat^*) mice. Body weight was markedly lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* littermates, in both males and females (**Figure** **2**A and Figure S2A, Supporting Information). Body weight difference between *Mettl14^Δfat^* and *Mettl14^f/f^* mice became larger progressively after HFD. Whole body fat content was significantly lower in *Mettl14^Δfat^* mice relative to *Mettl14^f/f^* mice (both male and female), while lean mass was comparable between the two groups (Figure 2B). Weights of iWAT (male and female), eWAT (male), and gonadal WAT (gWAT, female) were substantially lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 2C). Adipocyte size was smaller in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S2B, Supporting Information). To assess the influence of adipose development on the phenotypes, we generated tamoxifen‐induced, adult‐onset, and adipocyte‐specific *Mettl14* knockout mice (*Mettl14^Δfat‐Tam^*) by crossing *Mettl14^f/f^* mice with *adiponectin‐CreERT* mice. *Mettl14^Δfat‐Tam^* male mice (7 weeks old) were injected with tamoxifen to delete adipose *Mettl14*, and *Mettl14^f/f^* littermates were injected with tamoxifen as control. One week later, the mice were fed a HFD for additional 7 weeks. *Mettl14^Δfat‐Tam^* mice were resistant to diet‐induced obesity (Figure 2D). Fat content and weights of eWAT were significantly lower in *Mettl14^Δfat‐Tam^* than in *Mettl14^f/f‐Tam^* mice (Figure 2E,F). Likewise, *Mettl14^Δfat‐Tam^* females were also resistant to HFD‐induced obesity (*Mettl14^Δfat‐Tam^*: 26.36 ± 0.84 g, *n* = 5, *Mettl14^f/f‐Tam^*: 30.4 ± 1.0 g, *n* = 3, p = 0.023, HFD for 7 weeks). WAT weights were substantially lower in *Mettl14^Δfat‐Tam^* mice relative to *Mettl14^f/f‐Tam^* females on HFD for 10 weeks (Figure 2G). Collectively, these results demonstrate, for the first time, that adipose *Mettl14*/m6A pathway is required for diet‐induced obesity.

**Figure 2:**
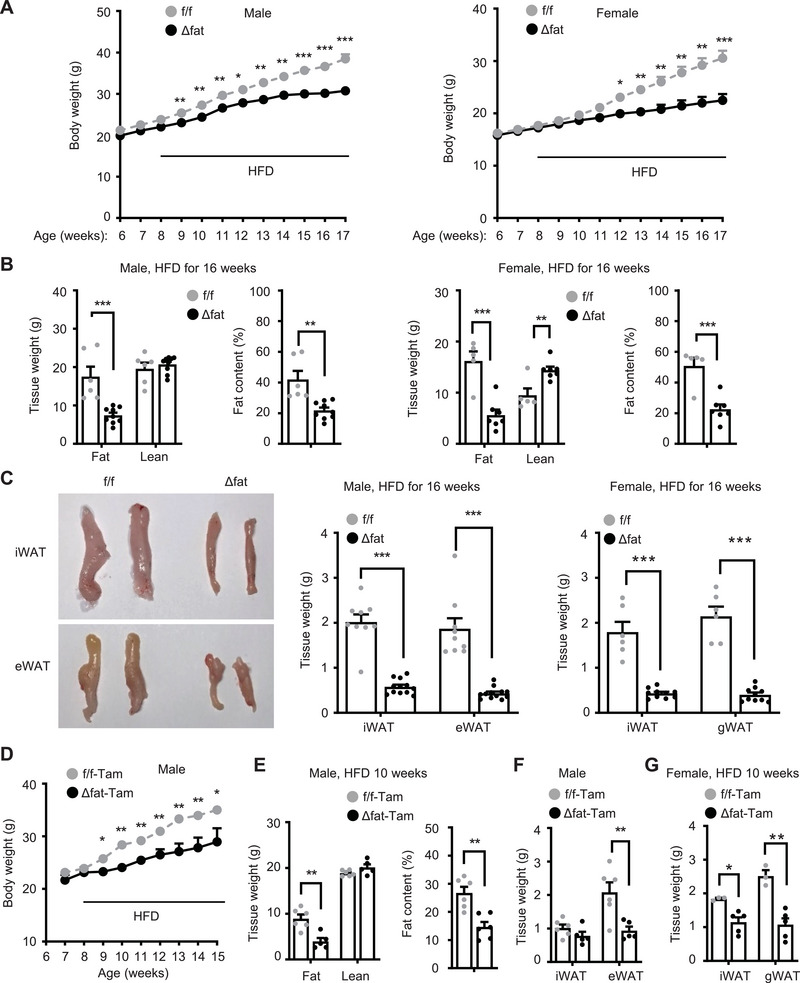
Adipocyte‐specific deletion of Mettl14 protects against diet‐induced obesity. Male and female mice (8 weeks) were fed a high fat diet (HFD) for 10 weeks. A) Grown curves. Male Mettl14f/f: *n* = 9, male Mettl14Δfat: *n* = 12, female Mettl14f/f: *n* = 6, female Mettl14Δfat: *n* = 10. B) Fat content and lean mass were measured by pDexa (HFD for 10 weeks). Male Mettl14f/f: *n* = 6, male Mettl14Δfat: *n* = 9, female Mettl14f/f: *n* = 5, female Mettl14Δfat: *n* = 7. C) White adipose tissue (WAT) weights on HFD for 16 weeks. Male Mettl14f/f: *n* = 9, male Mettl14Δfat: *n* = 12, female Mettl14f/f: *n* = 6, female Mettl14Δfat: *n* = 10. D–G) Mice (7 weeks) were injected with tamoxifen and fed a HFD. D) Growth curves. f/f‐Tam: *n* = 6, Δfat‐Tam: *n* = 5. E) Fat content and lean mass on HFD for 10 weeks. f/f‐Tam: *n* = 6, Δfat‐Tam: *n* = 5. F,G) WAT weights on HFD for 10 weeks. Male Mettl14f/f: *n* = 6, male Mettl14Δfat: *n* = 5, female Mettl14f/f: *n* = 3, female Mettl14Δfat: *n* = 5. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test (B,C,E–G) and ANOVA (A,D).

### 2.3 Adipocyte‐Specific Deletion of Mettl14 Attenuates HFD‐Induced Insulin Resistance, Glucose Intolerance, and NAFLD

To examine metabolic function of adipose Mettl14, we placed *Mettl14^Δfat^* and *Mettl14^f/f^* male mice on HFD for 12 weeks and performed GTT and ITT. Overnight‐fasted plasma insulin levels were significantly lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (**Figure** **3**A). Blood glucose levels were significantly lower in *Mettl14^Δfat^* mice relative to *Mettl14^f/f^* mice after glucose (in GTT) and insulin (in ITT) injections (Figure 3B). To assess insulin signaling, male mice were fed HFD for 16 weeks, fasted overnight, and injected with insulin for 5 min (0.75 unit kg^−1^ body weight). Insulin stimulated phosphorylation of hepatic Akt (pThr308 and pSer473) to a significantly higher level in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 3C). Liver weight and liver triacylglycerol (TAG) content were significantly lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 3D,E). Hepatocyte lipid droplets, as assessed by either H&E or Oil red O staining of liver sections, were smaller and less abundant in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 3F). To examine influence of adipose development on the phenotypes, we treated adult *Mettl14^Δfat‐Tam^* and *Mettl14^f/f‐Tam^* (control) male mice (8 weeks old) with tamoxifen to specifically delete adipose *Mettl14* as described before. One week later, the mice were fed a HFD for 8 weeks and then subjected to GTT and ITT. Glucose intolerance and insulin resistance were markedly improved in *Mettl14^Δfat‐Tam^* mice compared to *Mettl14^f/f‐Tam^* mice (Figure 3G). Insulin stimulated phosphorylation of hepatic Akt (pThr308 and pSer473) to a higher level in *Mettl14^Δfat‐Tam^* than in *Mettl14^f/f‐Tam^* mice (Figure 3H). Liver steatosis was mitigated in *Mettl14^Δfat‐Tam^* mice (Figure S2C, Supporting Information). Taken together, these results suggest that aberrant upregulation of adipose Mettl14 and m6A modification increases risk to both obesity and obesity‐associated insulin resistance and NAFLD.

**Figure 3:**
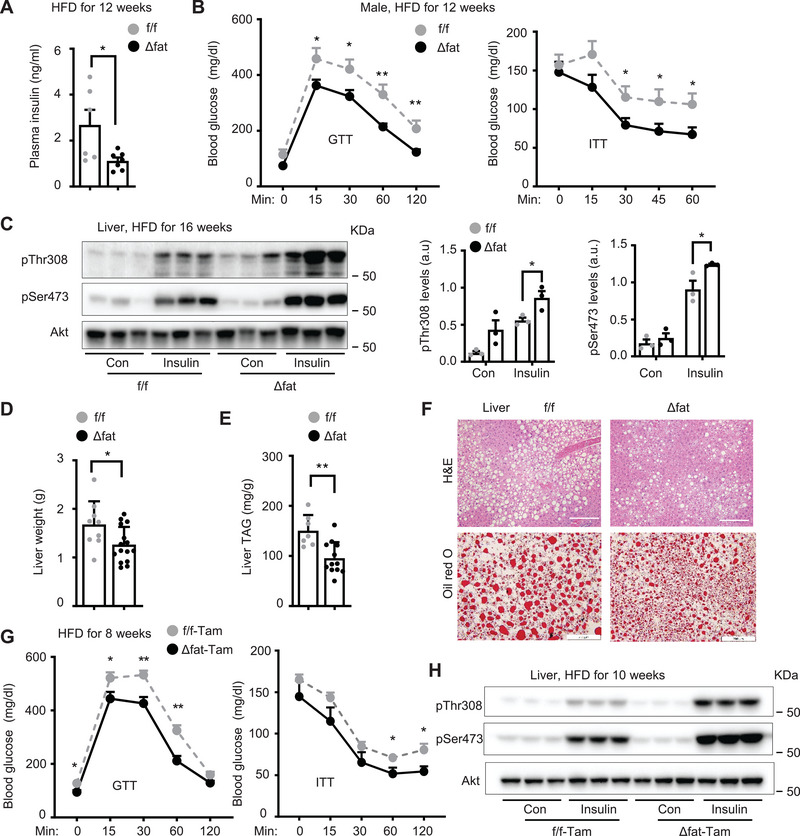
Mettl14Δfat mice are resistant to high fat diet (HFD) induced insulin resistance, glucose intolerance, and nonalcoholic fatty liver disease (NAFLD). Male mice were fed a HFD at 8 weeks of age. A) Overnight fasted blood insulin on HFD for 12 weeks. Mettl14f/f: *n* = 6, Mettl14Δfat: *n* = 7. B) Glucose tolerance tests (GTT) on HFD for 12 weeks (Mettl14f/f: *n* = 6, Mettl14Δfat: *n* = 8) and insulin tolerance testes (ITT) on HFD for 12 weeks (Mettl14f/f: *n* = 8, Mettl14Δfat: *n* = 14). C) Mice (HFD for 16 weeks) were fasted overnight and injected with insulin (0.75 unit kg^−1^ body weight) for 5 min. Liver extracts were immunoblotted with anti‐phospho‐Akt (pThr308, pSer473). Akt phosphorylation was normalized to total Akt levels (*n* = 3 mice per group). a.u.: arbitrary unit. D) Liver weight on HFD for 16 weeks. Mettl14f/f: *n* = 9, Mettl14Δfat: *n* = 15. E) Liver triacylglycerol (TAG) on HFD for 16 weeks (normalized to body weight). Mettl14f/f: *n* = 7, Mettl14Δfat: *n* = 12. F) H&E and Oil red O staining of liver sections on HFD for 16 weeks (*n* = 3 mice per group). Scale bar: 200 µm. G‐H) Mettl14f/f‐Tam and Mettl14Δfat‐Tam male mice (7 weeks) were injected with tamoxifen. One week later, they were fed a HFD for 10 weeks. G) GTT and ITT. Mettl14f/f‐Tam: *n* = 6, Mettl14Δfat‐Tam: *n* = 5. H) Mice were fasted overnight and injected with insulin (0.75 unit kg^−1^ body weight) for 5 min. Liver extracts were immunoblotted with the indicated antibodies. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test (A,C,D) and 1‐way ANOVA (B,G).

### 2.4 Adipocyte‐Specific Deletion of Mettl14 Blocks Brown Adipose Tissue (BAT) Thermogenesis

Brown adipocyte‐specific deletion of *Mettl3* impairs BAT thermogenesis,^[^ ^18^ ^]^ prompting us to examine BAT of *Mettl14^Δfat^* mice. Brown adipocyte lipid droplets were dramatically larger in *Mettl14^Δfat^* than in *Mettl14^f/f^* male mice on HFD for 16 weeks (Figure S3A, Supporting Information). BAT *Ucp1* mRNA and protein levels were dramatically lower in *Mettl14^Δfat^* mice (Figure S3B,C, Supporting Information). Upon cold exposure (4 °C), the body core temperature dropped to a larger degree in *Mettl14^Δfat^* than in *Mettl14^f/f^* littermates (Figure S3D, Supporting Information). Likewise, *Mettl14^Δfat^* female mice also displayed more severe whitening of BAT than *Mettl14^f/f^* females on HFD (Figure S3E, Supporting Information). BAT Ucp1 was downregulated in *Mettl14^Δfat^* females compared to *Mettl14^f/f^* females, but to a less degree relative to *Mettl14^Δfat^* males (Figure S3F, Supporting Information). Notably, BAT whitening was also observed in chow‐fed *Mettl14^Δfat^* male mice at 8 weeks of age (Figure S3G, Supporting Information). BAT dysfunctions in *Mettl14^Δfat^* mice prompted us to assess energy balance using CLAMS. To exclude obesity influence, we performed the assays on *Mettl14^f/f^* and *Mettl14^Δfat^* male mice before body weight divergence (Figure S4A, Supporting Information). Food intake was slightly lower in *Mettl14^Δfat^* mice (not statistically different) (Figure S4B, Supporting Information). O_2_ consumption and CO_2_ production (normalized to lean mass) were comparable between *Mettl14^f/f^* and *Mettl14^Δfat^* mice (Figure S4C,D, Supporting Information). Respiratory exchange ratio (RER) was lower in *Mettl14^Δfat^* mice (Figure S4C,D, Supporting Information), suggesting that *Mettl14^Δfat^* animals use lipids as metabolic fuel. Indeed, whole body fatty acid β oxidation, but not glucose oxidation, was higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S4E, Supporting Information). Body core temperature was comparable between *Mettl14^f/f^* and *Mettl14^Δfat^* mice (Figure S4F, Supporting Information). Feces weights, fecal TAG levels, and absorption of orally administrated olive oil were comparable between *Mettl14^f/f^* and *Mettl14^Δfat^* mice (Figure S4G,H, Supporting Information). Thus, obesity protection cannot be explained by BAT thermogenesis and food intake and absorption in *Mettl14^Δfat^* mice.

### 2.5 Adipose Mettl14 Cell‐Autonomously Suppresses Adipocyte Lipolysis

Increased fatty acid β oxidation prompted us to examine adipose lipolysis and lipid mobilization in *Mettl14^Δfat^* mice. We placed *Mettl14^Δfat^* and *Mettl14^f/f^* mice on HFD for 4 weeks (increasing adipose Mettl14 expression) and then injected them with β adrenergic agonist isoproterenol. Blood glycerol and FFA levels were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice within 30 min after injection (**Figure** **4**A). To directly measure lipolysis ex vivo, we dissected iWAT and eWAT from *Mettl14^Δfat^* and *Mettl14^f/f^* mice (8 weeks on chow diet) and stimulated them with isoproterenol (1 × 10^−6^ m) for 3 h. Glycerol‐ and FFA‐releasing rates were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* iWAT and eWAT under both baseline and isoproterenol‐stimulated conditions (Figure 4B,C). Given that lipolysis is blunted in obesity, we placed *Mettl14^Δfat^* and *Mettl14^f/f^* male littermates on HFD for 4 weeks. Likewise, glycerol‐ and FFA‐releasing rates of iWAT and eWAT were also substantially higher in *Mettl14^Δfat^* mice relative to *Mettl14^f/f^* mice (Figure 4D). Considering that insulin increases m6A methylation, we tested if Mettl14 deficiency impairs insulin suppression of lipolysis. We isolated eWAT and iWAT from chow‐fed mice and stimulated them with isoproterenol in the presence or absence of insulin. Insulin decreased lipolysis rates in both eWAT and iWAT from *Mettl14^f/f^*, but not *Mettl14^Δfat^*, mice (Figure S5A, Supporting Information). As expected, isoproterenol stimulated lipolysis to a higher level in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice. To corroborate these results, we isolated SVF cells from WAT, differentiated them into adipocytes in vitro, stimulated adipocytes with isoproterenol (1 × 10^−6^ m) for 3 h, and measured glycerol and FFA releases into culture medium. Adipocyte differentiation was comparable between *Mettl14^Δfat^* and *Mettl14^f/f^* SVF cells. Glycerol‐ and FFA‐releasing rates were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* adipocytes under both baseline and isoproterenol‐stimulated conditions (Figure 4E). To further confirm these findings, we prepared mouse embryonic fibroblasts (MEFs) from *Mettl14^Δfat^* and *Mettl14^f/f^* embryos, differentiated them into adipocytes in vitro, and stimulated adipocytes with isoproterenol or CL316243 (a β3 adrenergic receptor agonist) for 3 h. Adipocyte differentiation and TAG levels were comparable between *Mettl14^Δfat^* and *Mettl14^f/f^* MEFs (Figure S5B, Supporting Information). Glycerol‐ and FFA‐releasing rates were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* adipocytes under baseline, isoproterenol‐stimulated, and CL316243‐stimulated conditions (Figure 4F). Given that Mettl14 binds to Mettl3 to assemble the functional m6A methyltransferase complex, we reasoned that pharmacological inhibition of Mettl3 might enhance lipolysis. 3T3‐L1 preadipocytes were differentiated into adipocytes, pretreated for 48 h with METTL3 inhibitor STM2457,^[^ ^19^ ^]^ and then stimulated with isoproterenol for 60 min. STM2457 pretreatment increased FFA‐releasing rates under both baseline and isoproterenol‐stimulated conditions (Figure 4G). To test if METTL14 overexpression has the opposite effect, we transduced 3T3‐L1 adipocyte cultures with AAV‐CAG‐METTL14 (human) or AAV‐CAG‐green fluorescent protein (GFP) vectors, stimulated them with isoproterenol (1 × 10^−6^ m), and then assessed lipolysis. Human METTL14 and mouse Mettl14 share over 99% of identical amino acids (Figure S5C, Supporting Information). We confirmed that METTL14 was overexpressed in AAV‐CAG‐METTL14‐transduced cells (Figure S5D, Supporting Information). METTL14 overexpression decreased FFA‐releasing rates under both baseline and isoproterenol‐stimulated conditions (Figure 4H). To further confirm these results, we transduced primary MEFs with METTL14 or GFP lentiviral vectors and differentiated them into adipocytes. METTL14 was modestly overexpressed in METTL14‐transduced cells (Figure S5E, Supporting Information). METTL14 overexpression decreased glycerol‐ and FFA‐releasing rates under both baseline and isoproterenol‐stimulated conditions (Figure 4I). These results unveil adipose Mettl14 as a previously unrecognized lipolysis suppressor. It is likely that increased lipolysis may explain, at least in part, obesity protection in *Mettl14^Δfat^* mice.

**Figure 4:**
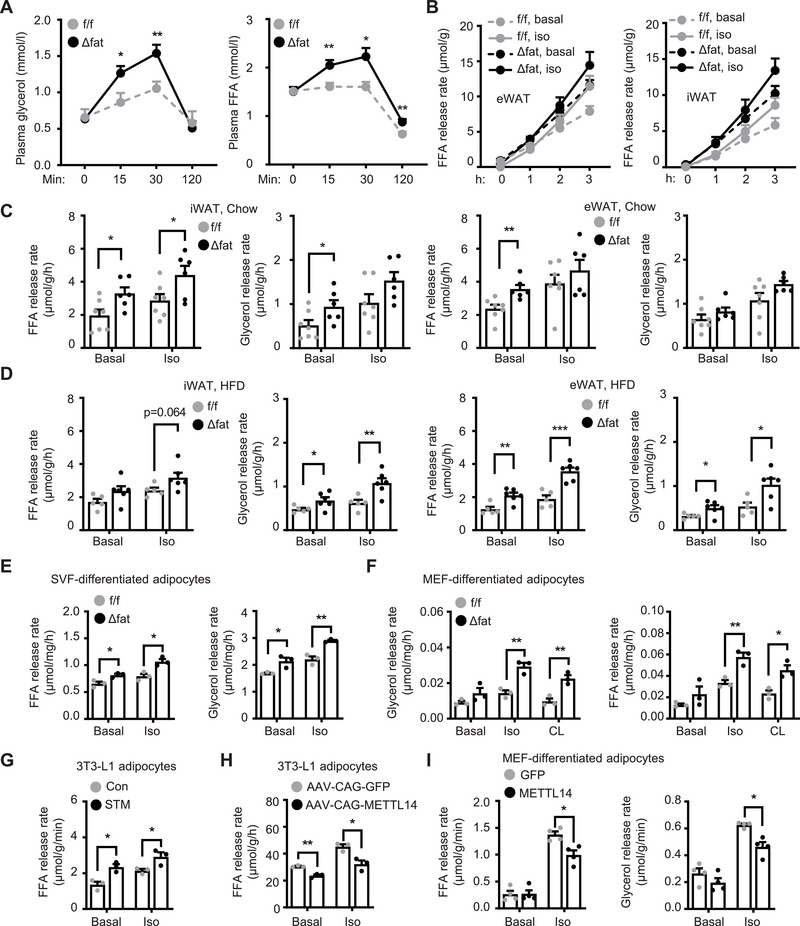
Mettl14 cell‐autonomously inhibits lipolysis in adipocytes. A) Male mice (8 weeks) were fed a high fat diet (HFD) for 4 weeks, fasted for 4 h, and injected with isoproterenol (Iso, 10 mg kg^−1^ body weight). Plasma glycerol and FFA levels were measured. Mettl14f/f: *n* = 7, Mettl14Δfat: *n* = 9. B,C) Inguinal white adipose tissue (iWAT) and epididymal WAT (eWAT) were harvested from chow‐fed mice (6–8 weeks old) and stimulated with isoproterenol (1 × 10^−6^ m) for 3 h. Glycerol and FFA secretion rates were measured and normalized to WAT weights. iWAT Mettl14f/f: *n* = 7, iWAT Mettl14Δfat: *n* = 6, eWAT Mettl14f/f: *n* = 7, eWAT Mettl14Δfat: *n* = 6. D) Male mice (8 weeks) were fed a HFD for 4 weeks. iWAT and eWAT were harvested to measure lipolysis rates under basal and isoproterenol‐stimulated conditions. Mettl14f/f: *n* = 5, Mettl14Δfat: *n* = 6. E) Stromal vascular fraction (SVF) cells were isolated from eWAT, differentiated into adipocytes, and stimulated with isoproterenol (1 × 10^−6^ m) for 3 h. Glycerol and FFA secretion rates were measured and normalized to protein levels (*n* = 3 repeats per group). F) Mouse embryonic fibroblasts (MEFs) were differentiated into adipocytes and stimulated with isoproterenol (1 × 10^−6^ m) or CL316243 (1 × 10^−6^ m, CL) for 3 h. Glycerol‐ and FFA‐releasing rates were measured and normalized to protein levels (*n* = 3 repeats per group). G) 3T3‐L1 cell were differentiated into adipocytes, pretreated with STM2457 (5 × 10^−6^ m) for 48 h, and then stimulated with isoproterenol (1 × 10^−6^ m) for 60 min. FFA‐releasing rates were measured (*n* = 3 repeats per group). H) 3T3‐L1 adipocytes were transduced with AAV‐CAG‐METTL14 or AAV‐CAG‐GFP vectors and stimulated with isoproterenol (1 × 10^−6^ m) for 60 min. FFA‐releasing rates were measured and normalized to protein levels (*n* = 3 repeats per group). I) MEFs were transduced with METTL14 or GFP lentiviral vectors, differentiated into adipocytes, and stimulated with isoproterenol (1 × 10^−6^ m) for 3 h. Glycerol‐ and FFA‐releasing rates were measured and normalized to protein levels (*n* = 4 repeats per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test (C‐I) and 1‐way ANOVA (A).

### 2.6 Mettl14 Downregulates Adrb2/3 and Lipolysis Machinery Components in Adipocytes

We next aimed to identify target transcripts of Mettl14 involved in lipolysis. 

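RNA was sequenced from the epididymal white adipose tissue (eWAT) of 6 male mice on a HFD, 3 Mettl14f/f and 3 Mettl14Δfat. Mettl14, the deleted gene, was 5.39 ± 0.395 FPKM (SD, n = 3) in Mettl14f/f eWAT and 4.20 ± 0.0856 FPKM (SD, n = 3) in Mettl14Δfat eWAT. This is a log2 fold change of −0.30 (standard error 0.0659, adjusted p = 0.0108 from limma), and every Mettl14Δfat library lay below every Mettl14f/f library. Mettl3, its partner in the m6A methyltransferase, had a log2 fold change of −0.17 (standard error 0.107, adjusted p = 0.224 from limma). The libraries hold RNA of all the cells in the tissue, and the values cover the whole Mettl14 gene (chromosome 3 of GRCm38, 123368295 to 123385990), not the deleted part alone. Mettl14Δfat replicates 1 and 2 also held transcripts of the male germ line. Prm1, a protamine that packs sperm DNA, was 58.0 and 87.4 FPKM there, 0.145 FPKM in Mettl14Δfat replicate 3 and 0.310 ± 0.222 FPKM (SD, n = 3) in Mettl14f/f eWAT. The adjusted p for Mettl14 from limma ranged from 0.00686 to 0.134 over 16 alternatives. It was 0.0856 without scaling between libraries. In 2 alternatives chosen after seeing the data it was 0.134, with Mettl14Δfat replicate 3 alone against the Mettl14f/f libraries, and 0.0733, with the level of the germ line genes as a covariate, at log2 fold changes of −0.26 and −0.27.

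The HFD lasted 20 weeks by the paper's results and 16 weeks by the legend of Figure 5, the methods and the sample labels, and the labels give an overnight fast. The authors deposited FPKM, fragments per kilobase of transcript relative to the library's total, rounded to 2 decimals, for 21361 genes. The paper's methods name STAR, HTSeq and DESeq2, and the submitters' processing notes name HISAT2, Bowtie2, RSEM and DESeq2 with the build mm10. The depth of a single library is not given. The authors' deposited mean scaled counts correspond to a median of 22200000 fragments per library in Mettl14f/f and 19200000 in Mettl14Δfat, over 6131 listed genes. The FPKM sum per library was 459180 to 461757 in Mettl14f/f and 487025 to 487690 in Mettl14Δfat. The 12955 genes with a mean of at least 1 FPKM were scaled between libraries by trimmed mean of M values, with factors of 0.933 to 0.959 in Mettl14f/f and 1.03 to 1.07 in Mettl14Δfat, and tested by limma on log2(FPKM + 1). The 28 gene lists, the filter, the tests and the alternatives were fixed before the data were examined, except where a choice is said to follow the data. Fold changes are on that scale, log2(FPKM + 1), which understates the change of low genes. FPKM are not counts, so no count test was run. With 3 mice against 3, an exact permutation test of a single gene cannot give a p below 0.1.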

To increase adipose Mettl14 expression, we placed *Mettl14^Δfat^* and *Mettl14^f/f^* male mice on a HFD for 20 weeks and then isolated eWAT for RNA‐seq analysis. We identified 4481 genes upregulated and 3486 genes downregulated in *Mettl14^Δfat^* mice (by >1.2 folds, *p* < 0.08) (GSE233782). 

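By lists written by hand, Mettl14Δfat eWAT had lower expression of macrophage, matrix and proliferation genes and higher expression of endothelial and stress response genes. These 5 lists passed as sets by limma's camera with a preset correlation, and none did with an estimated correlation. The matrix genes of the authors' annotation took the other direction without passing. By the paper, Mettl14Δfat mice on a HFD weighed less and had less fat. These libraries do not separate the loss of Mettl14 from that difference in adiposity. Of 12955 genes tested, 3438 were higher and 2829 lower in Mettl14Δfat mice at the paper's thresholds, a fold over 1.2 and an unadjusted p under 0.08. At an adjusted p under 0.05 from limma, 3211 were higher and 3209 lower. The 3 libraries of one genotype all lay above the 3 of the other for 7909 genes, or 61.0%, where chance gives 10%. Among the 10 largest increases were Hpx, the heme carrier hemopexin (1.31 ± 0.338 FPKM in Mettl14f/f and 26.6 ± 5.15 in Mettl14Δfat, SD, n = 3), Lcn2, an adipokine that binds iron siderophores (19.6 ± 8.50 and 173 ± 30.7), and Chchd10, a mitochondrial protein (55.0 ± 10.4 and 378 ± 44.8). The others were Aadac, Fam46b, Peg10, Gm8580, Insl3, Ccl12 and Sptlc3, with log2 fold changes of 2.72 to 3.34. Among the 10 largest decreases were Mmp12, the macrophage elastase (1588 ± 226 FPKM in Mettl14f/f and 159 ± 67.5 in Mettl14Δfat, SD, n = 3), Gpnmb, a glycoprotein of lipid-laden macrophages (2194 ± 295 and 296 ± 43.6), and the imprinted gene Mest (185 ± 33.0 and 32.0 ± 3.41). The others were Serpinb9b, Gpr50, Mamdc2, Zranb3, Tph2, Npy and Htr2b, with log2 fold changes of −3.90 to −2.51. Gm8580 is a predicted gene that may share reads with a paralog. Insl3, a hormone of Leydig cells, was 80.3 and 125 FPKM in Mettl14Δfat replicates 1 and 2, which hold the germ line genes, and 15.4 FPKM in replicate 3. Its adjusted p from limma was 0.0157, and 0.0521, 0.0537 and 0.0554 without Mettl14f/f replicate 1, Mettl14f/f replicate 3 and Mettl14Δfat replicate 1, within a range of 9.1e-05 to 0.0554 over 16 alternatives.

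Of 24 macrophage markers tested, 15 were lower, 1 was higher and 8 did not pass at an adjusted p under 0.05 from limma (17 lower and 1 higher when adjusted over the list alone). Itgax, the integrin CD11c, fell from 213 ± 13.2 to 42.8 ± 11.6 FPKM (SD, n = 3) and Spp1, osteopontin, from 161 ± 20.1 to 48.3 ± 1.99 FPKM. Lyve1 was the member that rose (11.9 ± 5.52 to 33.6 ± 6.52 FPKM). The macrophage list was lower as a set (adjusted p = 1.7e-04 from limma's camera with a preset correlation, adjusted p = 0.775 with an estimated correlation). Of 30 extracellular matrix genes, 20 were lower, 4 higher and 6 did not pass (22 lower and 4 higher when adjusted over the list alone). The set had an adjusted p of 1.6e-04 from limma's camera, and of 0.775 with an estimated correlation. With the authors' annotation, which covers other matrix genes, 18 of 55 were higher, 11 lower and 26 did not pass, and the direction was higher (adjusted p = 0.115 from camera). Fbn1, fibrillin, fell from 85.0 ± 15.4 to 16.4 ± 1.63 FPKM and Fn1, fibronectin, from 276 ± 27.7 to 81.4 ± 15.6 FPKM, while Col4a2, a basement membrane collagen, rose from 210 ± 10.3 to 268 ± 18.4 FPKM. The rise of Col4a2, a log2 fold change of 0.35, was 0.26 in replicate 3 alone and did not pass there (adjusted p = 0.113 from limma, within 0.00278 to 0.113 over 16 alternatives). Of 19 proliferation markers, 14 were lower and none higher (15 lower when adjusted over the list alone), among them Pcna and Mki67, with log2 fold changes of −0.88 and −0.41. With replicate 3 alone Mki67 had a log2 fold change of −0.32 (adjusted p = 0.0526 from limma). As a whole, the list had an adjusted p of 1.3e-04 from limma's camera, and of 0.669 with an estimated correlation. All 14 endothelial markers were higher (14 when adjusted over the list alone). Tested as a set, these genes had an adjusted p of 5.7e-07 from limma's camera, and of 0.669 with an estimated correlation. Cdh5, VE-cadherin, rose from 43.4 ± 3.69 to 89.4 ± 4.01 FPKM and Tie1 from 12.8 ± 0.933 to 30.2 ± 1.53 FPKM. Of 20 targets of ATF4 and the unfolded protein response, 14 were higher, 1 lower and 5 did not pass (14 higher and 1 lower when adjusted over the list alone). For this list limma's camera gave an adjusted p of 1.6e-04, and of 0.354 with an estimated correlation. Trib3 rose from 3.93 ± 0.609 to 16.0 ± 1.42 FPKM and Ddit3, the factor CHOP, from 21.1 ± 0.452 to 43.2 ± 1.50 FPKM, while Atf3 fell from 139 ± 21.3 to 38.5 ± 11.5 FPKM.

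The mean of the macrophage markers, on the log2 scale relative to the Mettl14f/f mean, was −0.91 and −1.27 in Mettl14Δfat replicates 1 and 2, the libraries with germ line transcripts, and −0.48 in replicate 3. For the endothelial markers these means were 0.88, 0.96 and 0.81. With replicate 3 alone against the Mettl14f/f libraries, an alternative chosen after seeing the data that assumes this library varies like the others, limma gave 1656 genes higher and 1519 lower at an adjusted p under 0.05, and the macrophage, matrix, proliferation, endothelial and stress response lists had adjusted p of 9.5e-04, 7.4e-04, 1.7e-04, 8.3e-07 and 6.8e-05 from camera. Without scaling between libraries, 4729 genes were higher and 1678 lower at the paper's thresholds, and 4672 higher and 1963 lower at an adjusted p under 0.05 from limma, with the median log2 fold change of all genes at 0.15 instead of 0.01.

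**Figure D1:**
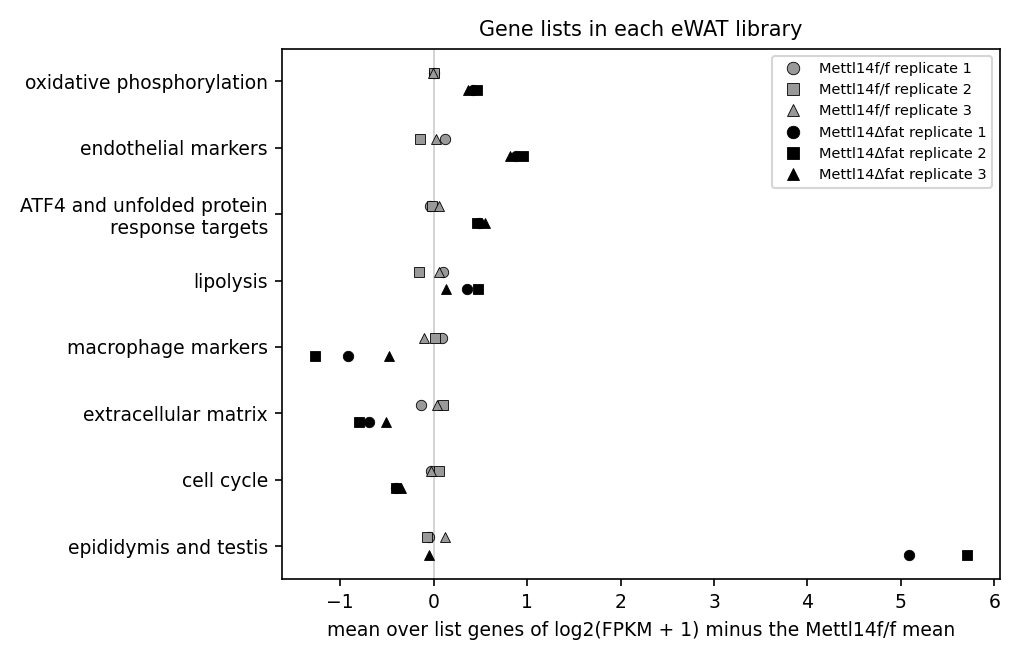
Mean of 8 gene lists in each of the 6 eWAT libraries, as the mean over the tested genes of a list of log2(FPKM + 1) minus the Mettl14f/f mean (horizontal axis); grey symbols are Mettl14f/f libraries, black symbols Mettl14Δfat libraries, and the shape gives the replicate. The epididymis and testis genes lie at 5.08 and 5.71 in Mettl14Δfat replicates 1 and 2 and at −0.05 in replicate 3.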

Gene ontology (GO) analysis of the differentially expressed genes revealed that Mettl14 deficiency affected multiple pathways, including citrate cycle, lipolysis, fatty acid degradation, and cAMP signaling pathways (**Figure** **5**A). 

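Genes of the respiratory chain and of the citrate cycle were higher in Mettl14Δfat eWAT. Both lists passed as sets by limma's camera with a preset correlation, and neither did with an estimated correlation. Genes of glycolysis and of insulin signaling moved both ways. Of 79 nuclear-encoded subunits of the respiratory chain and ATP synthase, 63 were higher, none was lower and 16 did not pass at an adjusted p under 0.05 from limma (64 higher when adjusted over the list alone). Uqcr10, a subunit of complex III, rose from 121 ± 3.98 to 248 ± 17.3 FPKM (SD, n = 3), and Ndufb5, a subunit of complex I, from 46.8 ± 1.03 to 70.3 ± 1.15 FPKM. The list was higher as a set (adjusted p = 2.6e-13 from camera, adjusted p = 0.669 with an estimated correlation), and its mean was 0.42, 0.46 and 0.37 above the Mettl14f/f mean in Mettl14Δfat replicates 1, 2 and 3, of which the first 2 hold germ line transcripts. Of 29 citrate cycle genes, 16 were higher, 2 lower and 11 did not pass (16 higher and 2 lower when adjusted over the list alone). The set had an adjusted p of 0.00154 from limma's camera, and of 0.775 with an estimated correlation. Pcx, pyruvate carboxylase, rose from 81.4 ± 13.9 to 170 ± 21.7 FPKM and Mdh2 from 155 ± 4.35 to 216 ± 12.0 FPKM, while Pck1, which makes phosphoenolpyruvate from oxaloacetate, fell from 98.9 ± 29.7 to 46.1 ± 11.5 FPKM. The adjusted p of Pck1 from limma was 0.0154, within 0.0103 to 0.0507 over 16 alternatives. The citrate cycle mean was 0.28, 0.34 and 0.20 above the Mettl14f/f mean in replicates 1, 2 and 3.

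Of 23 glycolysis genes, 6 were higher, 8 lower and 9 did not pass (6 higher and 8 lower when adjusted over the list alone). For this list limma's camera gave an adjusted p of 0.840. Ldhb and Hk2 rose, with log2 fold changes of 2.42 and 1.25, while Hk3, a hexokinase of myeloid cells, and the glucose transporter Slc2a1 fell, with log2 fold changes of −1.65 and −0.84. Of 28 insulin signaling genes, 6 were higher, 9 lower and 13 did not pass (7 higher and 10 lower when adjusted over the list alone). The set had an adjusted p of 0.458 from limma's camera. Their median log2 fold change was 0.02 and their mean −0.05, and the test gave a lower direction. Slc2a4, the insulin-responsive glucose transporter GLUT4, rose from 14.5 ± 4.01 to 37.7 ± 6.59 FPKM, while Pik3cb fell, with a log2 fold change of −0.93. Of 24 white adipocyte markers, 7 were higher, 5 lower and 12 did not pass (the same counts when adjusted over the list alone). As a whole, the list had an adjusted p of 0.607 from limma's camera. Pparg and Cebpa, which drive adipocyte differentiation, rose by log2 fold changes of 0.45 and 0.46, while Cd36, the fatty acid translocase, fell from 1538 ± 44.9 to 904 ± 49.7 FPKM. With replicate 3 alone, chosen after seeing the data, Pparg had a log2 fold change of 0.34 (adjusted p = 0.0686 from limma, the highest of 16 alternatives).

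Over-representation was tested by one-sided Fisher's exact tests against the genes tested, of which 48.4% were past the paper's thresholds in either direction. The lists were written by hand and are not the KEGG gene sets. By Fisher's exact test, past them were 15 of 29 citrate cycle genes (adjusted p = 0.573), 15 of 25 lipolysis genes (adjusted p = 0.276), 28 of 48 fatty acid oxidation genes (adjusted p = 0.219), 16 of 25 genes of β adrenergic and cAMP signaling (adjusted p = 0.218) and 54 of 79 oxidative phosphorylation genes (adjusted p = 0.00235). The extracellular matrix (25 of 30, adjusted p = 0.00113) and endothelial lists (14 of 14, adjusted p = 0.00107) also passed Fisher's exact test. In 2 alternatives chosen after seeing the data the matrix list did not pass it, with 18 of 30 genes past the thresholds in both: with Mettl14Δfat replicate 3 alone (adjusted p = 0.0571) and with the level of the germ line genes as a covariate (adjusted p = 0.0672). Among the genes that were higher, the same test gave an adjusted p of 0.0306 for the citrate cycle, 0.0234 for lipolysis, 0.0172 for fatty acid oxidation and 0.555 for β adrenergic and cAMP signaling. All genes with a value above 0 were also used as the background. By Fisher's exact test the adjusted p in either direction was then 0.0238 for the citrate cycle and 0.0182 for lipolysis. It was 0.00137 for fatty acid oxidation and 0.0176 for β adrenergic and cAMP signaling. Genes under the filter count there as not called. The called share of that background is 30.5%, which favours any list of expressed genes.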

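In Mettl14Δfat eWAT more genes of fatty acid and triglyceride synthesis and of fatty acid oxidation were higher than lower. The fatty acid oxidation list written by hand did not pass as a set, while the genes of the authors' annotation did. With an estimated correlation none of these sets passed. The authors' FPKM table annotates 39 of the tested genes to the fatty acid metabolic process. Of these, 18 were higher, 5 lower and 16 did not pass at an adjusted p under 0.05 from limma. The set was higher (adjusted p = 0.00757 from camera, adjusted p = 0.370 with an estimated correlation), and with Mettl14Δfat replicate 3 alone, chosen after seeing the data, its adjusted p from camera was 0.0510. Of 48 genes of fatty acid β oxidation and degradation, 20 were higher, 9 lower and 19 did not pass (21 higher and 11 lower when adjusted over the list alone). Mlycd, which removes the malonyl-CoA that blocks fatty acid entry into mitochondria, rose from 14.4 ± 0.287 to 27.6 ± 2.15 FPKM (SD, n = 3), and Hadhb, of the mitochondrial trifunctional protein, from 118 ± 7.21 to 166 ± 2.87 FPKM. Eci2 and Acot2 rose by log2 fold changes of 0.56 and 0.55. Acox3, a peroxisomal oxidase, fell from 29.5 ± 1.51 to 19.3 ± 0.862 FPKM.

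Fatty acid oxidation did not pass as a set (adjusted p = 0.0654 from camera, adjusted p = 0.775 with an estimated correlation). Over 18 alternatives the adjusted p from camera and fry ranged from 0.0165 to 0.775. It was 0.0165 without Mettl14f/f replicate 1 and 0.0452 without Mettl14Δfat replicate 3. It was 0.0423 with at least 1 FPKM in every library and 0.0434 with the series of the animal numbers as a block. Of 34 tested genes that the authors' table annotates to fatty acid β oxidation, 14 were higher, 4 lower and 16 did not pass. These genes were higher as a set (adjusted p = 0.0215 from camera). With an estimated correlation they did not pass (adjusted p = 0.370, adjusted with the fatty acid metabolic process only). The mean of the list written by hand was 0.23 and 0.29 above the Mettl14f/f mean in Mettl14Δfat replicates 1 and 2, which hold germ line transcripts. It was 0.15 above in replicate 3.

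Of 24 genes of fatty acid and triglyceride synthesis, 11 were higher, 2 lower and 11 did not pass (11 higher and 2 lower when adjusted over the list alone). As a whole, the list had an adjusted p of 0.00374 from limma's camera, and of 0.775 with an estimated correlation. Acaca, acetyl-CoA carboxylase, rose from 10.1 ± 1.02 to 27.6 ± 1.15 FPKM, Mlxipl, the carbohydrate-responsive factor ChREBP, from 8.20 ± 1.22 to 25.6 ± 0.798 FPKM and Agpat2 from 102 ± 9.43 to 441 ± 93.8 FPKM. Scd1, which desaturates fatty acids, fell from 890 ± 208 to 435 ± 20.5 FPKM. With Mettl14Δfat replicate 3 alone, chosen after seeing the data, the synthesis list had an adjusted p of 0.0764 from camera, within 6.0e-04 to 0.775 over 18 alternatives. Of 14 brown and beige adipocyte genes tested, 7 were higher, 3 lower and 4 did not pass (7 higher and 3 lower when adjusted over the list alone). Tested as a set, these genes had an adjusted p of 0.227 from limma's camera. Kcnk3 rose from 8.27 ± 1.33 to 44.2 ± 6.60 FPKM and Cox8b from 12.9 ± 5.04 to 46.2 ± 1.55 FPKM, while Ckb, a creatine kinase, fell from 434 ± 93.3 to 125 ± 17.1 FPKM.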

Fatty acid metabolic processes and lipid oxidation were augmented in *Mettl14^Δfat^* eWAT (Figure S6A, Supporting Information). Heatmap analysis demonstrated that adipose expressions of genes involved in β adrenergic signaling, lipolysis, and fatty acid β oxidation were higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S6B, Supporting Information). qPCR analysis confirmed upregulation of Adrb2, Cpt1b, and PPARα in *Mettl14^Δfat^* mice (Figure 5B and Figure S6C, Supporting Information). 

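Adrb3, the β3 adrenergic receptor, Abhd5 (Cgi-58), the coactivator of the lipase Atgl, and Cpt1b, the muscle form of carnitine palmitoyltransferase, were higher in Mettl14Δfat eWAT, while several adenylyl cyclases and Cpt1a were lower. Adrb3, on chromosome 8 of GRCm38 from 27225776 to 27230845, was 12.3 ± 3.18 FPKM (SD, n = 3) in Mettl14f/f and 19.6 ± 0.716 FPKM (SD, n = 3) in Mettl14Δfat eWAT. This is a log2 fold change of 0.65 (standard error 0.171, adjusted p = 0.0192 from limma). Its adjusted p from limma was 0.0513 without Mettl14Δfat replicate 1 (log2 fold change 0.68) and ranged from 0.00955 to 0.112 over 16 alternatives. Adrb1 (chromosome 19, 56722117 to 56725150) was 0.668 ± 0.271 and 1.07 ± 0.304 FPKM, under the mean of 1 FPKM set for the test (adjusted p = 0.174 from limma with no filter). Of 25 genes of β adrenergic and cAMP signaling, 7 were higher, 8 lower and 10 did not pass (7 higher and 8 lower when adjusted over the list alone). For this list limma's camera gave an adjusted p of 0.840. Adcy7, Adcy3 and Adcy9, adenylyl cyclases that make cAMP, fell by 1.43, 1.31 and 0.75 on the log2 scale, and Akap1, an anchor of protein kinase A, rose from 10.4 ± 0.926 to 20.0 ± 1.91 FPKM. These are values of the whole tissue, in which macrophage markers fell too, so they do not show in which cells these genes changed.

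Of 25 lipolysis genes, 9 were higher, 1 lower and 15 did not pass (9 higher and 1 lower when adjusted over the list alone). Tested as a set, these genes had an adjusted p of 0.0151 from limma's camera, and of 0.775 with an estimated correlation. Abhd5 (chromosome 9, 122351616 to 122381524) rose from 33.4 ± 2.68 to 52.0 ± 6.18 FPKM (log2 fold change 0.62, standard error 0.103, adjusted p = 0.00347 from limma). Mgll, monoglyceride lipase, rose from 233 ± 20.6 to 400 ± 40.9 FPKM and Abhd6 from 3.45 ± 0.446 to 9.90 ± 1.17 FPKM, while Hilpda, an inhibitor of Atgl, fell from 46.3 ± 6.81 to 18.4 ± 1.07 FPKM. Pnpla2 (Atgl; chromosome 7, 141455188 to 141460743) was 449 ± 69.7 and 549 ± 61.9 FPKM (adjusted p = 0.122 from limma), Lipe (Hsl; chromosome 7, 25379527 to 25398486) 203 ± 34.1 and 252 ± 32.8 FPKM (adjusted p = 0.126) and Plin1 (chromosome 7, 79721164 to 79732904) 180 ± 23.5 and 216 ± 26.7 FPKM (adjusted p = 0.128). At the paper's thresholds Pnpla2 and Lipe were among the genes higher (log2 fold changes 0.29 and 0.31, unadjusted p = 0.0763 and 0.0793 from limma). Plin1 was not (0.26, unadjusted p = 0.0806 from limma). Without scaling between libraries the adjusted p of Pnpla2, Lipe and Plin1 from limma were 0.0436, 0.0488 and 0.0395. These were the lowest of 16 alternatives, which reached 0.588, 0.635 and 0.668. The mean of the lipolysis list was 0.36 and 0.47 above the Mettl14f/f mean in Mettl14Δfat replicates 1 and 2, which hold germ line transcripts, and 0.13 in replicate 3. With replicate 3 alone against the Mettl14f/f libraries, chosen after seeing the data, the list had an adjusted p of 0.315 from camera, and Adrb3 had a log2 fold change of 0.71, against 0.65 with all libraries, and an adjusted p of 0.112 from limma. The adjusted p of the list ranged from 0.00272 to 0.775 over 18 alternatives and was 0.0803 without scaling, 0.0678 from limma's fry and 0.706 with the genes that the authors' deposited table annotates to lipid breakdown.

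Cpt1b (chromosome 15, 89416405 to 89425862) rose from 1.90 ± 0.988 to 6.04 ± 1.6 FPKM (log2 fold change 1.32, standard error 0.303, adjusted p = 0.0122 from limma). Cpt1a, the liver form and the more abundant of the pair, fell from 82.5 ± 3.77 to 50.3 ± 4.26 FPKM (log2 fold change −0.70, adjusted p = 8.7e-04 from limma). Ppara (chromosome 15, 85734910 to 85806851), the nuclear receptor PPARα, was 0.469 ± 0.0444 and 1.23 ± 0.289 FPKM and under the filter (adjusted p = 0.0101 from limma with no filter, and 0.0506 with replicate 3 alone, the highest of 14 alternatives, at log2 fold changes of 0.59 and 0.40). Ppargc1a was 0.232 ± 0.0976 and 0.579 ± 0.317 FPKM (adjusted p = 0.149 from limma with no filter, and 0.0168 without Mettl14Δfat replicate 3, within 0.0168 to 0.983 over 14 alternatives). The paper set out to find transcripts in lipolysis that Mettl14 targets and next measured proteins, among them Adrb3, Atgl and Cgi-58. From protein levels that rose without an increase in mRNA by qPCR, it proposes a posttranscriptional mechanism for Adrb3, Atgl and Cgi-58. The paper's later experiments in adipocytes bear on this too. In Mettl14Δfat adipocytes these transcripts had less m6A and a higher ratio of polysomes to monosomes, and more new protein was made. The RNA values here do not test translation.

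**Figure D2:**
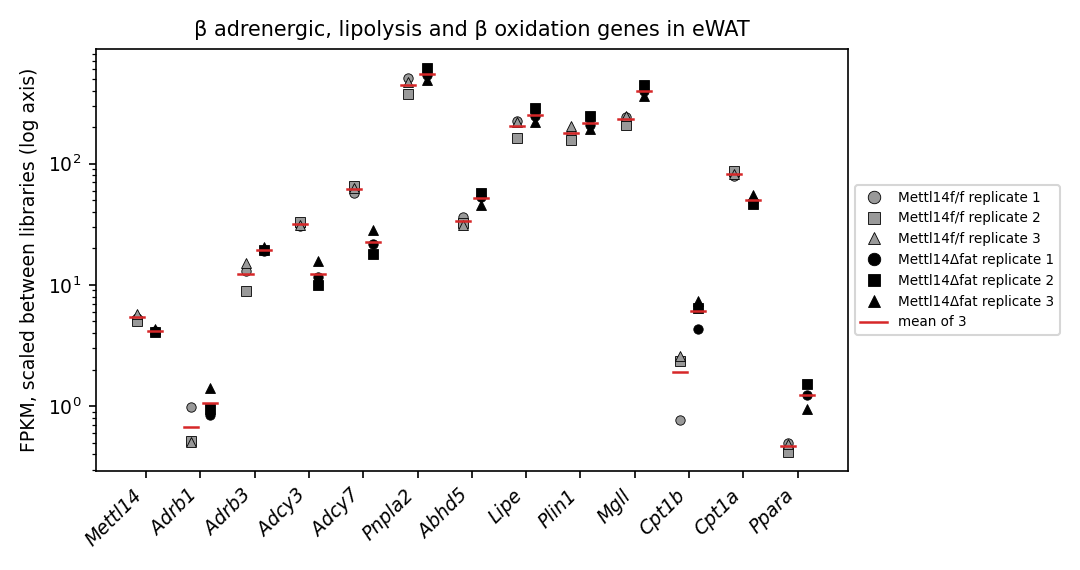
FPKM after scaling between libraries (vertical log axis) of 13 genes in eWAT; grey symbols are the 3 Mettl14f/f libraries, black symbols the 3 Mettl14Δfat libraries, the shape gives the replicate, and red lines are group means. For Abhd5 every Mettl14Δfat library lies above every Mettl14f/f library, with means of 33.4 and 52.0 FPKM, while for Pnpla2 the groups overlap.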

Expressions of cytokines Il6 and Tnfα were lower in *Mettl14^Δfat^* mice (Figure S6C, Supporting Information), suggesting that adipose immune microenvironment is improved. In contrast to BAT where Ucp1 is suppressed, in iWAT and eWAT, Ucp1 expression was significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S6C, Supporting Information). Therefore, Mettl14 deficiency exerts the opposing actions in BAT and beige fat. It is likely that increased beige fat activity in eWAT and iWAT oxidizes lipolysis‐generated free fatty acids, contributing to protection of *Mettl14^Δfat^* mice against obesity.

**Figure 5:**
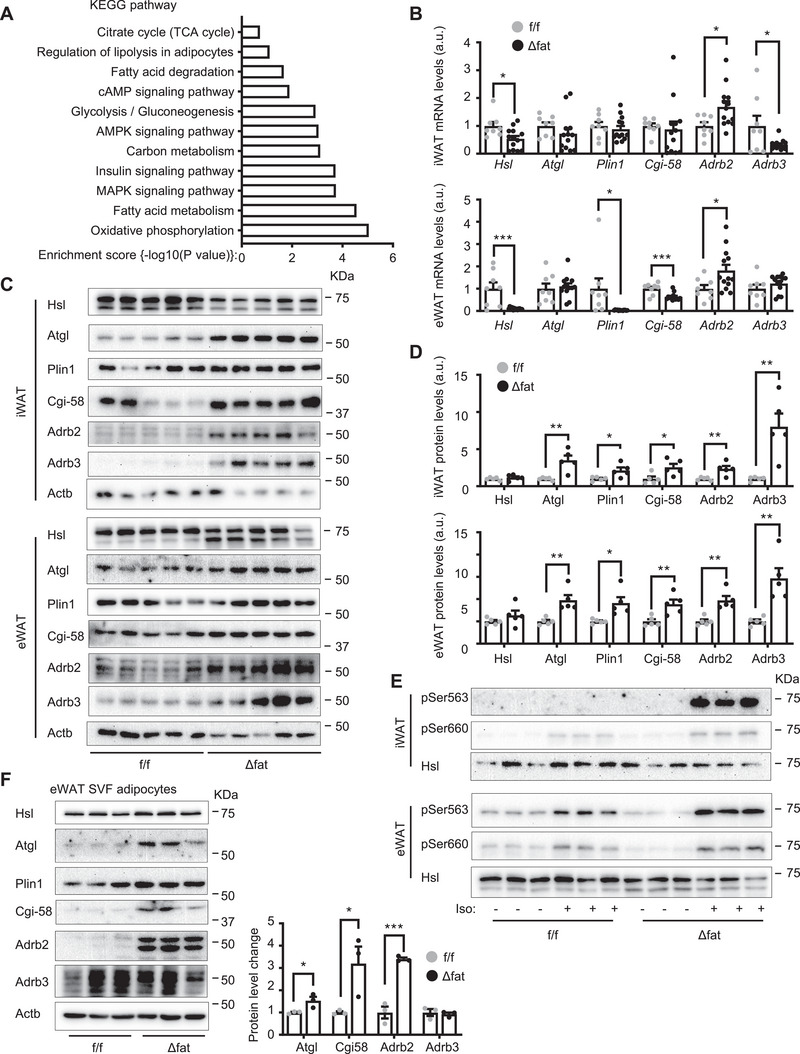
Mettl14 downregulates Adrb2, Adrb3, Atgl, and Cgi‐58 and inhibits β adrenergic signaling in adipocytes. A–D) Mettl14f/f and Mettl14Δfat males (8 weeks) were fed a high fat diet (HFD) for 16 weeks, and inguinal white adipose tissue (iWAT) and epididymal WAT (eWAT) were isolated. A) eWAT was used for RNA‐seq. Differentially expressed genes were analyzed by KEGG (*n* = 3 mice per group). B) mRNA abundance was measured by qPCR and normalized to 36B4 levels. a.u.: arbitrary unit. Mettl14f/f: *n* = 8, Mettl14Δfat: *n* = 13. C,D) iWAT and eWAT extracts were immunoblotted with the indicated antibodies. Protein levels were quantified and normalized to Actb levels (*n* = 5 mice per group). E) Male mice (8 weeks) were fed a HFD for 4 weeks. iWAT and eWAT were isolated and stimulated with isoproterenol (1 × 10^−6^ m) for 15 min. WAT extracts were immunoblotted with the indicated antibodies. F) SVF cells were isolated from eWAT and differentiated into adipocytes. Cell extracts were immunoblotted with the indicated antibodies. Protein levels were normalized to Actb levels (*n* = 3 repeats per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test.

To examine the impact of Mettl14 deficiency on β adrenergic signaling and the lipolysis machinery, we placed *Mettl14^f/f^* and *Mettl14^Δfat^* mice on a HFD for 16 weeks (increasing adipose Mettl14 expression in *Mettl14^f/f^* mice) and measured Adrb2, Adrb3, Atgl, and Cgi‐58 levels in iWAT and eWAT extracts by immunoblotting. Adrb2, Adrb3, Atgl, and Cgi‐58 levels in both iWAT and eWAT were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 5C,D). *Adrb3*, *Atgl*, and *Cgi‐58* mRNA levels were not increased in *Mettl14^Δfat^* mice (Figure 5B), suggesting that Adrb3, Atgl, and Cgi‐58 are upregulated by a posttranscriptional mechanism. Next, we stimulated iWAT and eWAT explants with isoproterenol (1 × 10^−6^ m) for 15 min and immunoblotted WAT extracts with anti‐phospho‐Hsl antibodies (pSer563, pSer660). Isoproterenol stimulated Hsl phosphorylation (pSer563, pSer660) to a substantially higher level in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure 5E and Figure S7A, Supporting Information). Isoproterenol also increased phosphorylation of PKA pan‐substrates in iWAT and eWAT to a markedly higher level in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (Figure S7B, Supporting Information). To further test if Mettl14 cell‐autonomously regulates β adrenergic receptors and lipolysis machinery components, we isolated SVF cells from eWAT (or MEFs) and differentiated them into adipocytes in vitro. Adrb2, Atgl, and Cgi‐58 protein levels were substantially higher in *Mettl14^Δfat^* adipocytes while *Adrb2*, *Atgl*, and *Cgi‐58* mRNA levels were comparable between *Mettl14^Δfat^* and *Mettl14^f/f^* adipocytes (Figure 5F and Figure S7C, Supporting Information). This further supports the notion that Mettl14 deficiency upregulates these proteins by a posttranscriptional mechanism. To verify these findings, MEFs were differentiated into adipocytes in vitro and stimulated with isoproterenol. Isoproterenol stimulated phosphorylation of Hsl (pSer563, pSer660) and PKA pan‐substrates to a markedly higher level in *Mettl14^Δfat^* than in *Mettl14^f/f^* adipocytes (Figure S7D, Supporting Information). To test if RNA m6A methylation is involved, we treated 3T3‐L1 adipocytes with Mettl3 inhibitor STM2457 for 48 h. STM2457 considerably increased Atgl and Cgi‐58 protein levels (Figure S7E, Supporting Information). Collectively, these results suggest that aberrant upregulation of adipose Mettl14 and m6A modification contributes to adipose catecholamine resistance and lipolysis suppression in obesity.

### 2.7 Mettl14 Inhibits Adrb2, Adrb3, Atgl, and Cgi‐58 Translations via Promoting m6A Methylation

We postulated that Mettl14 might assemble the Mettl14/Mettl3 RNA transferase complex (m6A writer) to install m6A in *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcripts. We isolated primary adipocytes from eWAT and measured m6A content using RNA immunoprecipitation (RIP) assays and anti‐m6A antibody (IgG as control). The m6A contents of *Adrb2*, *Adrb3, Atgl*, and *Cgi‐58*, but not *Adrb1*, transcripts were substantially lower in *Mettl14^Δfat^* than in *Mettl14^f/f^* mice (**Figure** **6**A). IgG was unable to precipitate the transcripts (Figure S8A, Supporting Information). To test if overexpression of Mettl14 has the opposite effects, MEFs were prepared from *Mettl14^f/f^* mice, differentiated into adipocytes, and transduced with AAV‐CAG‐METTL14 or AAV‐CAG‐GFP. We confirmed METTL14 overexpression in AAV‐CAG‐METTL14‐transduced cells (Figure S8B, Supporting Information). Overexpression of METTL14 increased *Atgl* and *Cgi‐58* transcript m6A contents (Figure 6B). The m6A levels of *Adrb2* and *Adrb3* transcripts were not statistically different between the two groups, likely due to modest overexpression of METTL14. To further confirm that Mettl14 directly mediates m6A methylation, we cotransfected METTL14 plasmids with Atgl plasmids into HEK293 cells. METTL14 dramatically increased *Atgl* mRNA m6A content (Figure 6C).

**Figure 6:**
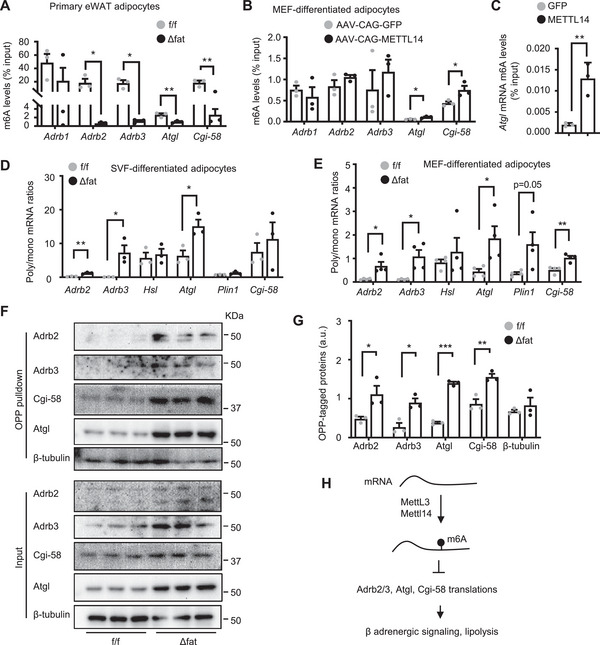
Ablation of Mettl14‐elicited m6A methylation enhances translation of Adrb2, Adrb3, Atgl, and Cgi‐58 transcripts in adipocytes. A) Primary adipocytes were isolated from epididymal white adipose tissue (eWAT) (8 weeks old). m6A content in individual transcripts was measured by m6A RNA immunoprecipitation (RIP) and normalized to transcript inputs (*n* = 3 mice per group). B) Mouse embryonic fibroblasts (MEFs) were differentiated into adipocytes and transduced with AAV‐CAG‐METLL14 or AAV‐CAG‐METTL14 vectors. m6A content in individual transcripts was measured by m6A RIP (*n* = 3 repeats per group). C) Atgl plasmids were cotransfected with METTL14 plasmids into HEK293 cells. m6A content of Atgl transcripts was measured by m6A RIP (*n* = 3 repeats per group). D) Stromal vascular fraction (SVF) cells were isolated from Inguinal WAT (iWAT), differentiated into adipocytes, and subjected to polysome analysis. Polysome (poly) to monosome (mono) associated mRNA was quantified by qPCR to calculate poly/mono ratio (*n* = 3 repeats per group). E) MEFs were differentiated into adipocytes and subjected to polysome analysis. Poly/mono mRNA ratio was presented (*n* = 4 repeats per group). F,G) MEFs were differentiated into adipocytes and subjected to *O*‐propargyl‐puromycin (OPP) pulldown assays. F) Nascent OPP‐tagged proteins were pulled down and immunoblotted with the indicated antibodies. G) OPP‐tagged Atgl, Cgi‐58, Adrb2, and Adrb3 were quantified and normalized to input Atgl, Cgi‐58, Adrb2, and Adrb3 levels, respectively (*n* = 3 repeats). H) Mettl3/Mettl14 complex install m6A in Adrb2, Adrb3, Atgl, and Cgi58 transcripts and inhibit their translation. These suppress β adrenergic signaling and lipolysis. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test.

Given that m6A affects mRNA decay,^[^ ^20^ ^]^ we tested if Mettl14 regulates *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcript stability using transcription inhibitor actinomycin D. We isolated SVF cells from iWAT, differentiated them into adipocytes, treated adipocytes with actinomycin D, and measured mRNA abundance by qPCR. *Atgl*, *Adrb2*, and *Adrb3* mRNA decays were comparable between *Mettl14^Δfat^* and *Mettl14^f/f^* adipocytes, whereas *Cgi‐58* mRNA decay was slightly higher in *Mettl14^Δfat^* adipocytes (Figure S8C, Supporting Information).

To test if Mettl14‐mediated m6A suppresses *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* translations, we performed polysome profiling assays in SVF (from iWAT) differentiated adipocytes. Polysome (a mark of increased translation) to monosome ratios of *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcripts were significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* adipocytes (Figure 6D). Likewise, in MEF‐differentiated adipocytes, polysome to monosome ratios of *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* were also significantly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* cells (Figure 6E). To complement these studies, we measured protein synthesis using *O*‐propargyl‐puromycin (OPP) pulldown assays.^[^ ^21^ ^]^ We treated MEF‐differentiated adipocytes with OPP to tag newly translated proteins with OPP (Figure S8D, Supporting Information). OPP‐tagged proteins were purified by biotin/streptavidin pulldown and immunoblotted with antibodies to Atgl, Cgi‐58, Adrb2, and Adrb3. Translational rates of Adrb2, Adrb3, Atgl, and Cgi‐58, but not β‐tubulin, were markedly higher in *Mettl14^Δfat^* than in *Mettl14^f/f^* adipocytes (Figure 6F,G). These results suggest that Mettl14‐induced m6A methylation inhibits the translational capability of *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcripts, thereby suppressing β adrenergic signaling and lipolysis in WAT (Figure 6H).

### 2.8 Aberrant Mettl14/m6A/Translation Axis Contributes to Adipose Catecholamine Resistance and Lipolysis Suppression in Obesity

Adipose Mettl3, Mettl14, and m6A levels are upregulated in obesity, prompting us to test if their molecular targets involved in lipolysis are downregulated in WAT. We placed C57BL/6J male mice on a HFD for 12 weeks and harvested iWAT and eWAT for immunoblotting. Atgl in both iWAT and eWAT was significantly lower in HFD‐fed than in chow‐fed mice (**Figure** **7**A and Figure S9A, Supporting Information), confirming previous reports.^[^ ^22^ ^]^ Likewise, adipose Atgl, Cgi‐58, and Adrb2 protein levels were also lower in HFD than in chow fed mice (Figure 7A,B). *Adrb2*, *Atgl*, and *Cgi‐58* mRNA levels in iWAT were comparable between chow and HFD fed mice (Figure 7C), raising the possibility that Adrb2, Atgl, and Cgi‐58 proteins are downregulated in obesity by a posttranscriptional mechanism (e.g., m6A methylation). Adipose *Adrb3* mRNA levels were lower in HFD‐fed mice (Figure 7C and Figure S9B, Supporting Information). To directly assess lipolysis, we stimulated iWAT and eWAT explants with isoproterenol (1 × 10^−6^ m) for 3 h and measured lipolysis rate. Glycerol‐ and FFA‐releasing rates under both baseline and isoproterenol‐stimulated conditions were significantly lower in HFD than in chow fed mice (Figure 7D and Figure S9C, Supporting Information). To test the role of m6A modification, we purified primary adipocytes from eWAT and measured m6A contents of *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcripts using m6A RIP‐qPCR. Adipocyte *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* m6A contents were significantly higher in HFD‐fed than in chow‐fed mice (Figure 7E). Considering that obesity is associated with hyperinsulinemia, we tested if insulin stimulates m6A methylation in these transcripts. As expected, insulin stimulation suppressed lipolysis in 3T3‐L1 adipocytes (Figure 7F). Insulin also markedly increased m6A contents of *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcripts (Figure 7G). Insulin did not affect total mRNA levels of these transcripts under these conditions (Figure S9D, Supporting Information). To test if adipose METTL14 similarly regulates lipolysis in human obesity, we measured expression of METTL14 expression and m6A levels in visceral WAT. We did not detect significant difference of *METTL14* mRNA levels between the lean and the obese groups due to a large variation in the obese samples (Figure S9E, Supporting Information). METTL14 proteins were higher in the obese than in the lean WAT samples (Figure S9F, Supporting Information). Importantly, m6A contents of *ATGL* and *CGI‐58* transcripts were significantly higher in the obese than in the lean WAT samples (Figure 7H). *ADRB2/3* transcript m6A contents were also higher in the obese group (not statistically different). It is worth mentioning that some WAT samples were stored for over 7 years during which m6A may be erased. To further test m6A in human adipocytes, we isolated SVF cells from human visceral WAT biopsies, differentiated them into adipocytes, treated human adipocytes with METTL3 inhibitor STM2457, and then measured lipolysis in the presence or absence of β adrenergic stimulation. STM2457 inhibition of m6A modification markedly increased FFA‐ and glycerol‐releasing rates under both baseline and isoproterenol‐stimulated conditions (Figure 7I). Collectively, these results suggest that upregulation of adipocyte Mettl3, Mettl14, and m6A methylation of *Atgl*, *Cgi‐58*, *Adrb2*, and *Adrb3* transcripts causes, at least in part, adipose catecholamine resistance, lipolysis suppression, adipose expansion, and metabolic disorders in obesity.

**Figure 7:**
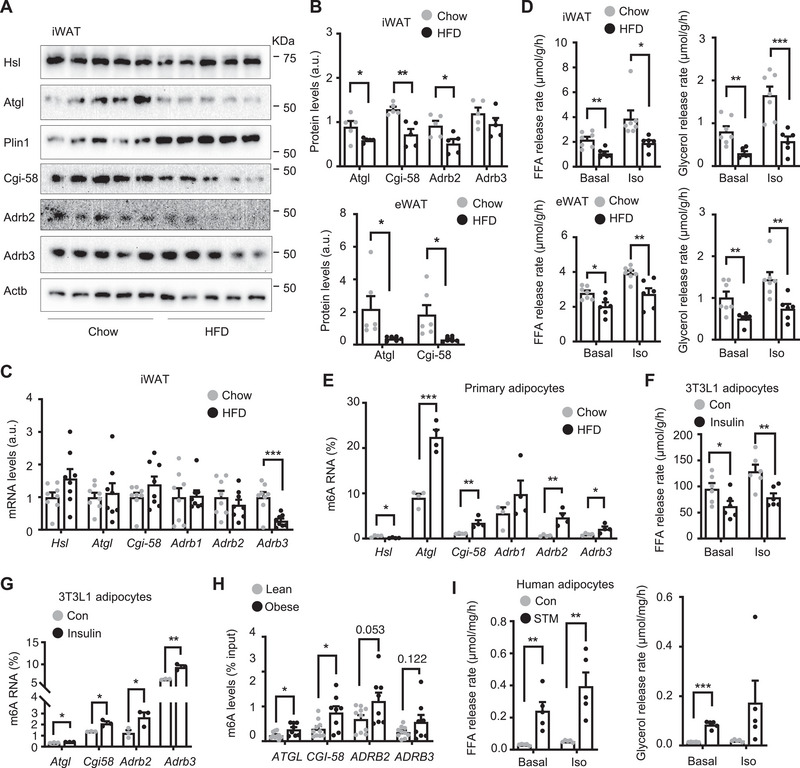
Mettl14/m6A‐based epitranscriptomic reprogramming contributes to adipose catecholamine resistance and lipolysis suppression in obesity. A–E) C57BL/6J male mice (8 weeks) were on high fat diet (HFD) for 12 weeks. A,B) Inguinal white adipose tissue (iWAT; *n* = 5 per group) and epididymal WAT (eWAT) (*n* = 6 per group) extracts were immunoblotted with the indicated antibodies. Protein levels were quantified and normalized to Actb levels. C) iWAT mRNA was measured by qPCR and normalized to 36B4 levels (*n* = 8 mice per group). D) iWAT and eWAT explants were stimulated with 1 × 10^−6^ m isoproterenol (Iso) for 3 h, and lipolysis was measured and normalized to WAT weight. Chow: *n* = 7, HFD: *n* = 6. E) Primary adipocytes were purified from eWAT. m6A content in individual transcripts was measured in adipocytes using m6A RNA immunoprecipitation (RIP) assays and normalized to input (*n* = 4 mice per group). F,G) 3T3‐L1 cells were differentiated into adipocytes. F) 3T3‐L1 adipocytes were stimulated with 1 × 10^−6^ m isoproterenol and FFA‐releasing rates were measured and normalized to protein levels (*n* = 6 repeats per group). G) m6A content in individual transcripts were measured by m6A RIP and normalized to input (*n* = 3 repeats per group). H) m6A content was measured in human visceral WAT using m6A RIP assays (normalized to input). Lean: *n* = 10, obese: *n* = 8. I) Stromal vascular fraction (SVF) cells were isolated from human visceral fat, differentiated into adipocytes, pretreated with STM2457 (2.5 × 10^−6^ m) for 48 h, and stimulated with isoproterenol (1 × 10^−6^ m) for 120 min. Glycerol‐ and FFA‐releasing rates were measured and normalized to protein levels (*n* = 5 subjects per group). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student's *t* test.

## 3 Discussion

Mettl14 heterodimerizes with Mettl3 to assemble the m6A writer that installs m6A methylation on target RNA transcripts. Here, we delineate a previously unrecognized Mettl14‐based epitranscriptomic remodeling governing β adrenergic signaling, lipolysis, and WAT growth. Deletion of *Mettl14* decreased, whereas overexpression of METTL14 increased, the m6A contents of *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcripts in adipocytes. These suggest that the Mettl14/Mettl3 writer directly deposits the m6A code on transcripts controlling β adrenergic signaling (*Adrb2* and *Adrb3*) and lipolysis (*Atgl* and *Cgi‐58*). Mettl14‐mediated m6A methylation decreased translation of these transcripts, as measured by polysome profiling and OPP assays, thereby inhibiting β adrenergic signaling and lipolysis in WAT. Like genetic ablation of Mettl14, Mettl3 inhibitor‐induced blocking of m6A depositions also increased lipolysis in 3T3‐L1 adipocytes and human adipocytes. These findings further support the concept that Mettl14‐elicited m6A methylation of *Adrb2*, *Adrb3*, *Atgl*, *Cgi‐58*, and perhaps additional transcripts act as a molecular brake to restrain β adrenergic signaling, lipolysis, and lipid mobilization and oxidation. Collectively, these findings define a m6A‐centric RNA modification paradigm shaping adipose signaling, lipolysis, and growth.

We found that adipose Mettl3, Mettl4, and m6A levels were upregulated in obesity. Consistently, the m6A levels of adipose *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcripts were substantially increased in obesity in both mice and humans. Further supporting the concept that m6A modification inhibits translation, adipose Adrb2, Adrb3, Atgl, and Cgi‐58 protein levels were decreased in obese mice. It has been long recognized that obesity is associated with adipose catecholamine resistance and lipolysis suppression in both mice and humans in WAT.^[^ ^1^, ^8^ ^]^ We confirmed that adipose lipolysis, under both baseline and β adrenergic‐stimulated conditions, was substantially lower in mice with HFD‐induced obesity. However, the underlying molecular mechanism for the obesity‐linked adipose defects remains poorly understood. The findings of this work raise the intriguing possibility that aberrant upregulation of adipose Mettl3, Mettl14, and m6A methylation of *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* transcripts, and translational suppression of these transcripts may explain adipose catecholamine resistance and lipolysis suppression in obesity. Obesogenic factors responsible for upregulation of Mettl3 and Mettl14 are currently unknown. Of note, insulin stimulation increased Mettl4 and m6A content in adipocytes. Insulin is known to suppress lipolysis by counteracting β adrenergic signaling and suppressing Atgl transcription.^[^ ^1^, ^23^ ^]^ The Mettl14/m6A pathway provides an additional mechanism for insulin to inhibit β adrenergic signaling and lipolysis. Notably, obesity is associated with hyperinsulinemia and perhaps, elevated insulin levels are involved in upregulation of adipose Mettl14 and m6A modifications in obesity. However, obesity is also linked to insulin resistance, impeding insulin response. Additional studies are needed to assess the contributions of hyperinsulinemia and other obesogenic factors to upregulation of adipose Mettl3, Mettl14, and m6A‐based epitranscriptomic remodeling in obesity. Importantly, adipocyte‐specific deletion of *Mettl14* blocked HFD‐induced obesity, insulin resistance, glucose intolerance, and NAFLD, accompanied by increased β adrenergic signaling and lipolysis in WAT. The phenotypes of *Mettl14^Δfat^* mice provide proof‐of‐concept evidence that Mettl14‐based epitranscriptomic inhibition of adipose β adrenergic signaling and lipolysis is a causal factor for obesity and its associated metabolic disorders. Lipolysis suppression is expected to increase excessive lipid storage and WAT expansion. In line with this notion, transgenic expression of Atgl in adipocytes alleviates obesity and metabolic disorders.^[^ ^2a^ ^]^ Therefore, the adipose Mettl14/m6A pathway may serve as a potential therapeutic target for treatment of obesity and related metabolic disease.

We observed that *Mettl14^Δfat^* mice displayed severe whitening and thermogenic dysfunction of BAT. Given that *Mettl14* is also deleted in brown adipocytes of *Mettl14^Δfat^* mice, we postulate that BAT‐intrinsic deficiency of Mettl14 cell‐autonomously impairs BAT functions. In line with this idea, BAT‐specific deletion of *Mettl3*, using *Ucp1‐Cre* drivers, similarly induces BAT whitening and dysfunctions.^[^ ^18^ ^]^ BAT paucity is known to increase beige fat growth in compensation.^[^ ^24^ ^]^ Indeed, beige fat activity, as assessed by expression of adipocyte‐selective genes (*Ucp1*, *Pparα*, and *Pgc1α*) in WAT, was higher in *Mettl14^Δfat^* relative to *Mettl14^f/f^* littermates. Recently, lipolysis‐derived linoleic acid was reported to stimulate beige progenitor cell proliferation and beige fat recruitment in mice.^[^ ^25^ ^]^ Given that adipose lipolysis is elevated in *Mettl14^Δfat^* mice, beige fat‐activating lipolytic products are expected to be increased, thus further supporting beige fat recruitment. The opposite phenotypes of BAT and beige fat in *Mettl14^Δfat^* mice suggest that Mettl14 exerts the opposing actions on these two cell types determined by their distinct intracellular microenvironments. Unlike *Mettl14^Δfat^* mice which are resistant to HFD‐induced obesity, mice with BAT‐specific deletion of *Mettl3* are prone to diet‐induced obesity.^[^ ^18^ ^]^ These opposite phenotypes further support the notion that increases in β adrenergic signaling and lipolysis in WAT, which are observed in *Mettl14^Δfat^* mice but not in Mettl3‐deficient mice, mediate protection of *Mettl14^Δfat^* mice against obesity. In *Mettl14^Δfat^* mice, global fatty acid β oxidation was increased to consume free fatty acids derived from adipose lipolysis, thereby counteracting lipid trafficking into the liver and liver steatosis in *Mettl14^Δfat^* mice. In conclusion, we propose a Mettl14/m6A‐centric epitranscriptomic reprogramming paradigm in obesity (Figure S9G, Supporting Information). Obesogenic factors aberrantly upregulate adipose Mettl3 and Mettl14, which induce m6A methylation of *Adrb2*, *Adrb3*, *Atgl*, *Cgi‐58*, and perhaps additional transcripts to suppress their translations. These epitranscriptomic‐orchestrated RNA modifications in turn drive adipose catecholamine resistance and lipolysis suppression, leading to WAT expansion, obesity progression, and metabolic disease.

There are limitations in this study. Aside from *Adrb2*, *Adrb3*, *Atgl*, and *Cgi‐58* mRNAs, adipose Mettl14 and Mettl3 may target additional transcripts involved in adipose growth, and these putative targets are unknown. Additional evidence is needed to further confirm that m6A methylation mediates the Mettl14 action; m6A readers, which mediate the Mettl14 action, are needed to be identified. Aside from beige adipocytes, additional cell types consuming lipolysis‐derived fatty acids to protect against liver steatosis in *Mettl14^Δfat^* mice are needed to be identified.

## 4 Experimental Section

### Animals

Mice were housed on a 12 h light‐dark cycle at 25 °C and fed ad libitum a chow diet (9% fat; TestDiet, St. Louis, MO) or HFD (60% fat; Research Diets, New Brunswick, NJ). *Mettl14^f/f^* and *adiponectin‐Cre* mice were characterized previously.^[^ ^1^, ^15^, ^17^ ^]^ *Mettl14^f/f^* mice were crossed with *adiponectin‐Cre* (JAX stock number: 02 8020) or *adiponectin‐CreERT* (JAX stock number: 02 4671) drivers to obtain *Mettl14^Δfat^* (*Mettl14^f/f^;Cre^+/−^*) or *Mettl14^Δfat‐Tam^* (*Mettl14^Δfat‐Tam^;CreERT^+/−^*) mice. *Mettl14^Δfat‐Tam^* or *Mettl14^f/f^* (control) mice (8 weeks old) were intraperitoneally injected with tamoxifen (50 mg kg^−1^ body weight) three times at a 2 day‐interval to delete adipose *Mettl14*.

### Ethics Statements

Animal research complied with all relevant ethnical regulations. Animal experiments were conducted following the protocols approved by the University of Michigan Institutional Animal Care and Use Committee (IACUC).

### Plasma Insulin, GTT, ITT, Fat Content, and In Vivo Lipolysis

Blood samples were collected from tail veins. Plasma insulin was measured using insulin ELISA kits (CRYSTAL CHEM, Downers Grove, IL). For GTT, mice were fasted overnight and intraperitoneally injected with glucose (1.5 g kg^−1^). For ITT, mice were fasted for 6 h and intraperitoneally injected with insulin (0.75 units kg^−1^). Blood glucose was measured after injection. Fat content and lean body mass were measured using a dual‐energy X‐ray absorptiometry pDexa (Norland Stratec). Male mice (8 weeks old) were fed a HFD for 4 weeks, fasted for 4 h, and injected with isoproterenol (10 mg kg^−1^). Blood samples were collected via tail veins to measure plasma glycerol (Sigma, Free Glycerol Reagent F‐6428) and FFA (NEFA‐HR reagents, Wako Chemicals, Richmond, VA) concentrations.

### WAT Lipolysis

iWAT and eWAT were isolated from male mice and minced into 1 mm blocks in cold PBS. WAT explants were incubated at 37 °C for 2 h in KRH buffer (136 × 10^−3^ m NaCl, 4.7 × 10^−3^ m KCl, 1.25 × 10^−3^ m MgSO_4_, 1.25 × 10^−3^ m CaCl_2_, 20 × 10^−3^ m HEPES, pH 7.4, and 2% BSA), and then stimulated with isoproterenol (1 × 10^−6^ m). FFA and glycerol in KRH buffer were measured using NEFA‐HR reagents (Wako Chemicals, Richmond, VA) and Free Glycerol Reagents (Sigma, F6428), respectively.

### Energy Expenditure

Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), and food intake were measured at 20–23 °C and 12–12 h dark‐light cycles with free access to food and water using Comprehensive Laboratory Monitoring System (CLAMS, Columbus Instruments) in the University of Michigan Metabolic, Physiological and Behavioral Core. Carbohydrate and fatty acid oxidation were calculated following the formula: fat oxidation = 1.69 × VO_2_ – 1.69 × VCO_2_, glucose Oxidation = 4.57 × VCO_2_ − 3.23 × VO_2_.

### Cold Tolerance Tests

A mouse was placed in a precooled cage (with water but not food) and housed in a rodent environmental chamber (RIS33SD, Innovative Solutions, Beverly Hills, MI). Rectal temperature was measured hourly.

### Oil Red O Staining and Liver TAG

Liver frozen sections were prepared using a Leica cryostat (Leica Biosystems Nussloch GmbH, Nussloch, Germany) and stained with 1% Oil red O. Liver samples were homogenized in 1% acetic acid and extracted by chloroform:methanol (2:1). The organic phase was dried by evaporation and dissolved in isopropanol. TAG was completely hydrolyzed with ethanolic KOH, and glycerol was measured using a free glycerol reagent (Sigma, Free Glycerol Reagent F‐6428). TAG levels were calculated and normalized to liver weight.

### SVF and MEF Preparations

iWAT and eWAT were minced into 1 mm blocks in cold PBS containing CaCl_2_ (10 × 10^−3^ m) and incubated (shaking) at 37 °C for 20 min in PBS containing CaCl_2_ (10 × 10^−3^ m), collagenase D (1.5 units mL^−1^, Roche, 11 088 882 001), and dispase II (2.4 units mL^−1^, Roche, 4 942 078 001) as described before.^[^ ^1a^ ^]^ WAT suspension was filtered through a 100 µm filter and centrifuged at 200 *g* for 5 min. SVF cells (in pellets) were resuspended, washed in PBS containing CaCl_2_ (10 × 10^−3^ m) and fetal bovine serum (2%, FBS), and grown in DMEM containing glucose (25 × 10^−3^ m) and FBS (10%). Embryos (E17.5) were dissected in cold PBS, and internal organs and heads (used for genotyping) were removed. The remaining embryos (3–4 embryos per genotype) were minced in trypsin (1 mL) using a razor blade and incubated at 37 °C for 30 min. Digestion was stopped by adding DMEM (4 mL) supplemented with FBS (10%) and penicillin and streptomycin (50 units mL^−1^), and MEFs were dissociated by pipetting 10–20 times and grown in DMEM supplemented with FBS (10%).

### Adipocyte Differentiation and Lipolysis

3T3‐L1 preadipocytes were grown at 5% CO_2_ and 37 °C in DMEM containing glucose (25 × 10^−3^ m) and calf serum (8%). Confluent 3T3‐L1, SVF, and MEF cells were grown for additional 2 days, and then cultured for 2 days in a differentiation cocktail: DMEM (3T3‐L1) or DMEM/F12 (SVF and MEF) containing glucose (25 × 10^−3^ m), FBS (10%), insulin (0.1 × 10^−6^ m), dexamethasone (1 × 10^−6^ m, Sigma, D‐1756), 3‐isobutyl‐1‐methylxanthine (0.5 × 10^−3^ m, Sigma, I‐5879), indomethacin (0.125 × 10^−6^ m, Sigma, I‐7378), and rosiglitazone (0.1 × 10^−6^ m, Cayman Chemical Company, Ann Arbor, Michigan). The cells were grown for additional 2 days in DMEM (3T3‐L1) or DMEM/F12 (SVF, MEF) supplemented with FBS (10%) and insulin (0.1 × 10^−6^ m) and maintained in DMEM (3T3‐L1) or DMEM/F12 (SVF, MEF) supplemented with FBS (10%). Adipocytes were incubated in KRH buffer for 3 h and then stimulated with isoproterenol (1 × 10^−6^ m) for 3 h. FFA and glycerol in KRH buffer were measured using NEFA‐HR reagents and Free Glycerol Reagents, respectively.

### Human Tissues

De‐identified human visceral adipose specimens were obtained from the greater omentum with informed consent from obese nondiabetic subjects undergoing bariatric surgery. This was done under IRB‐approved protocols at the University of Michigan and the Ann Arbor VA Healthcare System under guidelines consistent with the 1964 Declaration of Helsinki and the 1974 Belmont Report. Human adipose tissue was digested with type II collagenase (2 mg mL^−1^ in PBS/2% BSA, Life Technologies Inc., Carlsbad, CA, USA), and SVF cells were isolated, plate‐adhered, and grown in DMEM supplemented with 10% FBS. Confluent SVF cells were grown for two additional days and then cultured for 14 days in a differentiation cocktail (DMEM/F12 supplemented 3‐isobutyl‐1‐methylxanthine (0.54 × 10^−3^ m), dexamethasone (0.1 × 10^−6^ m), insulin (500 × 10^−9^ m), ciglitazone (1 × 10^−6^ m), biotin (33 × 10^−6^ m), Transferrin (10 mg l^−1^), and *d*‐pantothenate (17 × 10^−6^ m)). Adipocytes were deprived for 4 h in DMEM/F12 (no phenol red) supplemented with BSA (0.1%, fatty acid free) and HEPES (10 × 10^−3^ m, pH 7.4), pretreated for 2 days with STM2457 (2.5 × 10^−6^ m, Cayman, 2499663‐01‐1), and then stimulated with isoproterenol (1 × 10^−6^ m) for 120 min. Glycerol and FFA in culture medium were measured using NEFA‐HR reagents and Free Glycerol Reagents, respectively. For tissue analyses, visceral adipose specimens of the obese group were from male patients with BMI of 30—58. Visceral fat specimens were obtained from cancer patients with BMI of 18—28 as lean control. The fat samples were collected within the past 8 years and stored at −80 °C.

### Immunoblotting

WAT was homogenized in a lysis buffer (Tris (50 × 10^−3^ m, pH 7.5), Nonidet P‐40 (1%), SDS(1%), NaCl (150 × 10^−3^ m), EGTA (2 × 10^−3^ m), Na_3_VO_4_ (1 × 10^−3^ m), NaF (100 × 10^−3^ m), Na_4_P_2_O_7_ (10 × 10^−3^ m), benzamidine (1 × 10^−3^ m), aprotinin (10 µg mL^−1^), leupeptin (10 µg mL^−1^), phenylmethylsulfonyl fluoride (1 × 10^−3^ m)) on ice using a glass Dounce homogenizer. Adipocyte cultures were lysed in the modified RIPA buffer. Livers were homogenized in the L‐RIPA lysis buffer (Tris (50 × 10^−3^ m, pH 7.5), Nonidet P‐40 (1%), SDS (1%), NaCl (150 × 10^−3^ m), EGTA (2 × 10^−3^ m), Na_3_VO_4_ (1 × 10^−3^ m), NaF (100 × 10^−3^ m), Na_4_P_2_O_7_ (10 × 10^−3^ m), benzamidine (1 × 10^−3^ m), aprotinin (10 µg mL^−1^), leupeptin (10 µg mL^−1^), phenylmethylsulfonyl fluoride (1 × 10^−3^ m)) using TissueLyser II (QIAGEN, Valencia, CA). Proteins were separated by SDS‐PAGE and immunoblotted with the indicated antibodies (Table S1, Supporting Information)

### m6A Dot Blot Assay and m6A RIP Assay

For dot blot assays, total RNA (2 µg) was spotted on N^+^ membrane, UV‐crosslinked using the auto‐crosslink programs by a XL‐1500 UV crosslinker (Spectrolinker, Westbury, New York), and immunoblotted with anti‐m6A antibody. The blots were stained with methylene blue to visualize total RNA. For m6A RIP assays, mouse or human WAT, or adipocyte cultures were lysed on ice for 20 min in NETN buffer: Tris‐Cl (20 × 10^−3^ m, pH 8.0), NaCl (100 × 10^−3^ m), EDTA (1 × 10^−3^ m), NP‐40 (0.5%), Na_3_VO_4_ (1 × 10^−3^ m), NaF (100 × 10^−3^ m), Na_4_P_2_O_7_ (10 × 10^−3^ m), benzamidine (1 × 10^−3^ m), aprotinin (10 µg mL^−1^), leupeptin (10 µg mL^−1^), phenylmethylsulfonyl fluoride (1 × 10^−3^ m), and RNasin (40 U mL^−1^ Promega, N2511). Lysates were centrifugated at 13 000 rpm for 10 min at 4 °C. Supernatants were incubated at 4 °C with 1 µL anti‐m6A antibody for 2 h and then with protein‐A agarose beads (20 µL) for an additional 1 h (with rotation). The beads were washed with the NETN buffer and their RNA was extracted using Trizol reagent (ThermoFisher, 15 596 026) and used for qPCR. Primers were listed in Table S2 (Supporting Information).

### Ribosome Profiling

Adipocytes were washed with ice‐cold PBS supplemented with cycloheximide (100 µg mL^−1^), scraped off plates, and collected by centrifugation at 1000 ×g for 5 min at 4 °C, and lysed in a lysis buffer: KCl (50 × 10^−3^ m), Tris·HCl (20 × 10^−3^ m, pH 7.4), MgCl_2_ (10 × 10^−3^ m), Triton X‐100 (1%), 1,4‐dithiothreitol (1 × 10^−3^ m), sodium deoxycholate (0.5% w/v), cycloheximide (100 µg mL^−1^), Na_4_P_2_O_7_ (10 × 10^−3^ m), benzamidine (1 × 10^−3^ m), aprotinin (10 µg mL^−1^), leupeptin (10 µg mL^−1^), phenylmethylsulfonyl fluoride (1 × 10^−3^ m), and RNasin. Cell extracts were centrifuged twice at 2000 × *g* for 5 min and at 13000 × *g* for 5 min. A 7%−47% (w/v) sucrose gradient solution, containing KCl (50 × 10^−3^ m), MgCl_2_ (10 × 10^−3^ m), Tris·HCl (20 × 10^−3^ m, pH7.4) was prepared in an ultracentrifugation tube (Backman, 342 413) using a Gradient Maker (C.B.S. Scientific, GM‐20). Cell extracts (6 mL) were loaded on the top of sucrose gradient solution (6 mL) and ultracentrifuged at 260808 × *g* (39 000 rpm, Beckman SW 41 rotor) for 90 min in the slow acceleration mode. Consecutive fractions (200 µL per fraction) were collected (total 60 fractions), and their optical absorbance (260 nm) was measured by Synergy 2 microplate reader (BioTek Instruments) to verify monosome and polysome separation. Fractions 1–36 were combined and defined as the monosome pool while fractions 37–60 were combined as the polysome pool. Total RNA was extracted from the two pools to measure individual transcript abundance by qPCR, and polysome‐bound/monosome‐bound mRNA ratios were calculated.

### OPP Pulldown Assays

This work followed a previously described method.^[^ ^21^ ^]^ Briefly, adipocytes were incubated for 3 h at 37 °C with OPP (30 × 10^−6^ m) in growth medium, washed with cold PBS, and lysed in a RIPA buffer. OPP‐tagged nascent proteins in cell extracts were conjugated with biotin using biotin picolyl azide and a Click‐&‐Go protein reaction buffer Kit (Fisher, NC1438136) according to the manufacturer’ instructions. The extracts were precipitated with five volumes of cold acetone overnight at −20 °C and centrifuged at 4000 × *g* at 4 °C for 10 min. The pellets were wash with cold methanol and resuspend in PBS containing SDS (1%). The suspension (500 µg proteins) was incubated with streptavidin magnetic beads (Fisher, 50‐210‐8415) at 4 °C overnight with gentle rotation. The beads were wash with cold PBS containing NP40 (1%) and SDS (0.1%) and boiled in 2× Laemmli sample buffer for 10 min to elute OPP‐tagged nascent proteins. OPP‐tagged proteins were quantified by immunoblotting using the indicated antibodies.

### RNA Decay Assays

Adipocyte cultures were treated with actinomycin D (1 × 10^−6^ m, transcription inhibitor) for 0–6 h. Total RNA was extracted to measure mRNA abundance of individual transcripts by qPCR (normalized to 18S levels).

### RNA‐Seq and Data Analysis

*Mettl14^f/f^* and *Mettl14^Δfat^* male mice (8 weeks) were fed a HFD for 16 weeks and eWAT was dissected. Total RNA was extracted by RNeasy Mini Kit (Qiagen Cat#74 104) and used for RNA‐seq (BGI Genomics, Hong Kong, China). STAR, HTSeq, and DESeq2 software were used to analyze differentially expressed genes between *Mettl14^f/f^* and *Mettl14^Δfat^* eWAT. The RNA‐seq data were deposited in the Gene Expression Omnibus (GEO, GSE233782).

### qPCR

Total RNAs were extracted using TRIzol reagents (Life technologies). Relative mRNA abundance was measured using Radiant SYBR Green 2× Lo‐ROX qPCR Kits (Alkali Scientific, Pompano Beach, FL), 2× Universal SYBR green fast qPCR mix (ABclonal Technology, Cat# RK21203), Mastercycler qPCR system (Eppendorf), and StepOnePlus RT PCR Systems (Life Technologies Corporation, NY, USA). Primers were listed in Table S2 (Supporting Information).

### Statistical Analysis

Data were presented as means ± SEM. Differences between two groups were analyzed by two‐tailed Student's *t* test. Comparisons between more than two groups/variables were analyzed by one‐way ANOVA/Tukey's post hoc test using GraphPad Prism 8. A *p* value less than 0.05 was considered significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Q.K. and X.Z. conducted the experiments, A.K. and R.O. provided human SVFs, D.R. provided *Mettl14^f/f^* mice, O.M. provided *adiponectin‐CreERT* mice, Q.K. and L.R. designed the experiments and wrote the paper, and Q.K., X.Z., D.R., O.M., R.O., and L.R. edited the paper.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

How the deposited data were processed for this re-analysis (not part of the article)

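RNA from eWAT of 3 Mettl14f/f and 3 Mettl14Δfat male mice on a HFD was compared. The mice were 8 weeks old at the start of the diet, which lasted 16 weeks by the legend of Figure 5, the methods and the sample labels and 20 weeks by the paper's results. The labels give the genotype of the control mice as wild type and their titles as f/f, and the paper's Mettl14f/f was used. Each library is from a separate mouse.

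The authors deposited FPKM for each library, rounded to 2 decimals, and these already include their alignment, counting, gene model and normalization. The paper's methods name STAR, HTSeq and DESeq2, while the submitters' processing notes name HISAT2, Bowtie2, RSEM and DESeq2 with the build mm10 (GRCm38), and versions are not given in the sources used here. A second table deposited by the authors lists their changed genes, with a log2 fold change from DESeq2, a p value with its adjusted p value, and for each group a mean signal, which is a count scaled by the authors between libraries. It was used for comparison, for the depth and, in an alternative, for the called genes, not for the main tests. The gene annotation came from the FPKM table. Gene coordinates came from a RefSeq table of GRCm38, in which 21300 of the gene identifiers matched. Of 21362 entries, 1 without a name was left out, and 27 symbols that a spreadsheet had turned into dates were restored from the identifiers.

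The depth of single libraries is not given in the sources used here. Dividing the authors' deposited mean scaled counts by the mean FPKM and the gene length over 6131 genes gave a median of 22200000 fragments for Mettl14f/f and 19200000 for Mettl14Δfat. These are group means after the authors' scaling, so they give no counting error for single genes. The precision rests on the spread between mice. Genes listed at 0 numbered 3778, 3987 and 3805 in Mettl14f/f replicates 1 to 3, and 2164, 2021 and 3530 in Mettl14Δfat replicates 1 to 3, and 808 were at 0 in all 6 libraries.

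The plan was written for a test of counts. Because the values are FPKM, the fit planned for values that are not counts was used: limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, on log2(FPKM + 1), and with Benjamini-Hochberg adjustment. No count test was run. Genes with a mean of at least 1 FPKM over the 6 libraries were tested, 12955 in all. Scaling factors between libraries were an unweighted trimmed mean of M values, with 30% of the ratios and 5% of the levels trimmed. They were first computed over all genes with a value above 0 and, after that result had been seen, over the genes past the filter, since the plan filters first. The first choice is kept as an alternative. It gave 2743 genes higher and 3781 lower at an adjusted p under 0.05, and 2960 higher and 3499 lower at the paper's thresholds.

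For 28 lists, with 659 genes written by hand and 654 matched, the genes higher, lower and not past an adjusted p of 0.05 were counted, and each list was tested by limma's camera with a preset correlation of 0.01. Over-representation among genes past a fold of 1.2 and an unadjusted p of 0.08 was tested by one-sided Fisher's exact tests, adjusted over the 28 lists. All other tests are two-sided. The genes named are those the paper names for this comparison, the 10 largest changes each way among genes past an adjusted p of 0.05 whose groups do not overlap and whose mean is at least 5 FPKM, and up to 4 members of each list in the direction most of its calls take and up to 2 in the other. Foxj1, Mmp7, Krt8 and Epcam, named in the closing section, were chosen after their values were seen. Genes under the filter were tested in a fit with no filter. The exact permutation test over the 10 splits of 6 libraries gave p = 0.1, the smallest it can give, for Mettl14, Adrb3, Abhd5, Cpt1b, Ppara and Il6, and p = 0.2 for Pnpla2, Lipe, Plin1, Ppargc1a and Ucp1, p = 0.3 for Mettl3 and Adrb1 and p = 0.7 for Tnf.

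The alternatives were a pseudocount of 0.1, no filter, at least 1 FPKM in every library, median-of-ratios scaling, FPKM as deposited, the replicate number or the series of the animal numbers as a block, each library left out in turn, scaling to Rplp0 (36B4) for the named genes, an estimated correlation, limma's fry, the annotation in the authors' deposited table, and other called genes and backgrounds for over-representation. Alternatives added after seeing the data were the fit without Mettl14Δfat replicates 1 and 2, the mean log2 level of Prm1, Prm2, Tnp1 and Tnp2 as a covariate, and the scaling factors from all genes.

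The procedure was tested on simulated data for this comparison with 12807 genes tested. At an adjusted p under 0.05 it recovered 8.16% of 49 genes changed by 1.2 times, 60% of 50 changed by 1.5 times, 88% of 50 changed by 2 times and 98.0% of 49 changed by 4 times, and 3.08% of its calls were false. It called none of 20 unchanged lists, but the simulated genes varied independently of each other. The simulation therefore cannot show how the list tests hold when genes move together. It also held no germ line transcripts in some libraries only. At each size it changed only 49 or 50 genes, while 6420 genes were called in the data. The recovered and false shares depend on how many genes change, so they need not hold for the data. Sequencing reads, iWAT samples and the other experiments of the paper were not analysed here. Results for some genes are not reported here.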

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

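The tests on the germ line genes, on the genes higher in replicate 3 and on the adipocyte markers, and the fits with Mettl14Δfat replicate 3 alone or with a covariate, were chosen only after the results were seen. The 4 germ line genes and the 5 groups in the last paragraph were picked out because they lie outside the genes the paper discusses.

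Genes of sperm formation, which eWAT of Mettl14f/f mice hardly expressed, were high in Mettl14Δfat replicates 1 and 2. In these libraries Prm1 was 58.0 and 87.4 FPKM, Prm2 49.8 and 72.4 FPKM, Tnp1 21.9 and 32.3 FPKM and Tnp2 28.1 and 51.0 FPKM, against at most 0.561 FPKM in the Mettl14f/f libraries and at most 0.145 FPKM in Mettl14Δfat replicate 3. These 4 are the tested members of a list of 17 epididymis and testis genes, which had an adjusted p of 0.225 from camera, and 4.6e-04 without replicate 3, within a range of 4.6e-04 to 0.999 over 16 alternatives. Foxj1, a factor of ciliated epithelium (13.6, 22.6 and 0.145 FPKM in replicates 1, 2 and 3), and Mmp7 (24.8, 38.6 and 0 FPKM), chosen after their values were seen, had the same pattern. The epididymal genes of the list were lower in level: the 9 that the deposited table holds had medians of 0.0748 and 0.475 FPKM in replicates 1 and 2, against 38.9 and 61.7 FPKM for the 4 germ line genes. Of these 9, Adam7, Cst8, Defb20 and Defb42 were higher in both libraries than in every other, with Cst8 the highest, at 1.87 FPKM in replicate 2, and Crisp1 and Spint5 were 0 in both.

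The level of the 4 germ line genes in replicate 3 argues against the loss of Mettl14 in adipocytes as their source: on the log2 scale their median there was −0.11 relative to Mettl14f/f, against 5.49 in replicates 1 and 2. Depth or scaling is argued against by the median difference of all genes between replicates 1 and 2 and the other libraries before scaling, 0.13 on the log2 scale. RNA of epididymis or testis in these libraries is a candidate explanation that stays open. For epididymis, its epithelium with the sperm it holds, the values do not decide. The median of its genes in replicate 2, 0.475 FPKM, lies far below the 61.7 FPKM of the germ line genes. Of the 9 epididymal genes, 4 were over 2 times higher in replicates 1 and 2 than in every other library. So were 6 of 6 epithelial genes, among them Krt8 (15.3 and 27.4 FPKM) and Epcam (6.67 and 12.7 FPKM). These 6 were chosen after their values were seen, so their count is not evidence. No reference profile of epididymis was used. The SD over the 4 genes of the log2 ratio of replicate 2 to replicate 1 was 0.15, as 1 source at 2 doses would give. How the fat pad was taken from the epididymis is not given in the sources used here.

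RNA of testis or epididymis is argued against as the cause of all 3438 increases at the paper's thresholds. With genes called from Mettl14Δfat replicates 1 and 2 and a pair of Mettl14f/f libraries, 86.1% to 89.3% of those higher lay above the Mettl14f/f library held out in replicate 3 too, where chance gives 50%. This rests on 1 Mettl14Δfat library. Added RNA alone would raise every gene in the ratio of its doses. For the 4 germ line genes the median log2 ratio of the replicate 2 increase to the replicate 1 increase was 0.58 (standard error 0.0801). For the 3438 it was 0.26 (standard error 0.00780). Both standard errors are from a bootstrap over genes and do not measure the spread between mice. The ratio was 0.68 for 288 of the 3438, over 2 times higher in both replicates 1 and 2 than in every other library. For the other 3150 it was 0.23. The 3438 were called on these same libraries by a test that favours genes with like values in the replicates. This ratio therefore decides neither way. How many of the 3438 owe their increase to such RNA stays open. Over 2 times higher in both replicates 1 and 2 than in every other library were 322 of all 12955 tested genes, against 6 with replicates 1 and 3 and 0 with replicates 2 and 3 in their place, and 288 of the 3438, against 4 and 0. In the authors' deposited table the same held for 1292 of 4851 genes listed higher, against 15 and 10. The scaling between libraries is not decided as a cause of the number of genes higher. Without it 4729 genes were higher, 1.38 times as many, between the bounds of 1.2 and 1.5 set for this test.

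The lipolysis list, of which 15 of 25 genes did not pass, was higher as a set (adjusted p = 0.0151 from camera, and 0.775 with an estimated correlation). Fatty acid oxidation, with 20 of 48 genes higher, 9 lower and 19 not past, did not pass as a set (adjusted p = 0.0654 from camera). Their medians were 0.31 and 0.22 on the log2 scale. A larger share of adipocyte RNA, with fewer macrophages, stays open. The 17 adipocyte markers outside the lists of β adrenergic signaling, lipolysis and fatty acid oxidation had a median of −0.080. This is 0.30 below the fatty acid oxidation list, with a standard error of 0.235 from a bootstrap over genes, not over mice. RNA of testis or epididymis in replicates 1 and 2 stays open for these lists as well: 47.9% of the fatty acid oxidation genes, 23 of 48, lay above all Mettl14f/f libraries in replicate 3 (exact binomial interval 33.3% to 62.8%, with the genes not independent), and 40% of the lipolysis genes, 10 of 25, where chance gives 25%. The bound set for this test was 50%, below which the explanation would stand. The interval, added after the value was seen, holds this bound, and genes that move together in 1 library decide neither way.

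With 10 splits of the 6 libraries into 3 and 3, no share under 0.05 can be reached. Every split but the real one has both genotypes on each side. A difference between genotypes then adds to the spread within each side. The counts of the other splits, of genes or of lists, are therefore not levels expected by chance. The real split gave 6420 genes at an adjusted p under 0.05, the highest other split 0 (1 of 10 splits as large), and at the paper's thresholds 6267 genes against 805 (1 of 10). For the lists the real split gave 9 past an adjusted p of 0.05 by camera and the highest other split 14, with 8 of 10 splits as large. For over-represented lists it gave 3 and the highest other split 6, with 5 of 10 as large.

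Other gene groups that the paper does not discuss moved with genotype, as medians on the log2 scale: the targets of ATF4 and the unfolded protein response by 0.46, endothelial markers by 0.88, extracellular matrix genes by −0.50, proliferation markers by −0.40 and macrophage markers by −1.08. Their adjusted p ranged from 5.0e-05 to 0.354, 1.1e-07 to 0.669, 4.7e-07 to 0.775, 4.7e-07 to 0.669 and 9.0e-07 to 0.775 over their alternatives (camera or fry), the highest each time with an estimated correlation. The matrix genes of the authors' annotation took the other direction without passing (18 of 55 higher and 11 lower, adjusted p = 0.115 from camera). No explanation was tested for these groups. The paper reports lower body weight, fat content and eWAT weight in Mettl14Δfat mice on a HFD. Loss of Mettl14 and lower adiposity cannot be told apart in these libraries.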

How the results depend on the processing

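The count of genes at an adjusted p under 0.05 ranged from 4458 (without Mettl14Δfat replicate 1) to 7378 (without Mettl14Δfat replicate 3) when a library was left out, and the count at the paper's thresholds from 5621 to 6922. In 2 alternatives chosen after seeing the data the first count fell to 3175 (without Mettl14Δfat replicates 1 and 2, which leaves 1 library that is assumed to vary like the others) and to 4182 (germ line genes as a covariate). Both have fewer residual degrees of freedom. Of the 6420 genes, 2986 and 3867 were called there too and none in the opposite direction. The correlations did not show that the replicate numbers pair the mice. Same-numbered libraries had correlations of 0.0368, −0.0915 and −0.131 across genes, and only the 2 libraries of replicate 1 correlated best with their own number. These 2 mice have adjacent animal numbers, 1704 and 1705. With 1 pair per number the correlations cannot exclude a pairing. With the replicate block 5212 genes passed at an adjusted p and 6198 at the paper's thresholds.

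With an estimated correlation 0 lists passed by camera, against 9, and 1 passed at an unadjusted p under 0.05; limma's fry called 13. The adjusted p was then 0.775 for lipolysis and for the citrate cycle. Leaving out a library gave 9 to 12 lists and adjusted p of 0.00272 to 0.0461 for lipolysis, 4.9e-04 to 0.00354 for the citrate cycle, 0.0165 to 0.136 for fatty acid oxidation and 0.824 to 0.984 for β adrenergic and cAMP signaling. Lipolysis did not pass without scaling (0.0803), without replicates 1 and 2 (0.315), with the covariate (0.325), by fry (0.0678) or with the authors' annotation (0.706). Fatty acid oxidation passed with the stricter filter (0.0423), the block of the animal number series (0.0434) and the authors' annotation (0.0215). With all genes as the background of over-representation, 17 lists passed against 3, among them β adrenergic and cAMP signaling (0.0176), lipolysis (0.0182), fatty acid oxidation (0.00137) and the citrate cycle (0.0238), since genes that are not expressed join the background. In 2 alternatives chosen after seeing the data the extracellular matrix lost its over-representation, while without replicates 1 and 2 the stress response (0.00939) and macrophage lists (0.00410) gained it, and with the covariate the stress response (0.0128), macrophage (0.00583), proliferation (0.0193) and interferon lists (0.0414), so that 6 passed. With the authors' deposited list as the called genes the macrophage list passed (0.0416). By fry the insulin signaling (0.00855, lower), beige (0.00184), inflammatory (0.0203), p53 (0.00961) and nerve lists (0.00961, lower) passed, which did not by camera. With the covariate the synthesis list did not pass by camera (0.0632), and the mesothelial (0.00419, lower), T and NK cell (0.0187) and neutrophil and mast cell lists (0.00171) did. The cause was not tested for the other changes.

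Directions that reversed were, apart from the extracellular matrix and Tnf, of lists that did not pass in either fit (adjusted p). The extracellular matrix list passed as lower and was higher with the authors' annotation (0.115), whose genes are others. Glycolysis reversed with no filter (0.790), without scaling (0.998), without replicates 1 and 2 (0.771) and with the covariate (0.775), and its leave-one-out range was 0.588 to 0.952. Inflammatory genes reversed with no filter (0.965) and with the authors' annotation (0.765), nerve genes with no filter (0.397), B cell markers with the stricter filter (0.971; leave-one-out 0.674 to 0.950), the m6A machinery without scaling (0.967), and muscle genes without scaling (0.938), without replicates 1 and 2 (0.978), with the covariate (0.950) and by fry (0.863; leave-one-out 0.613 to 0.979). Adipocyte markers reversed without replicates 1 and 2 (0.669) and with the covariate (0.563; leave-one-out 0.358 to 0.950), fibroblast markers with the covariate (0.950), mesothelial markers when a library was left out (0.365 to 0.985), and the epididymis and testis list with the covariate, which removes it (0.950), and with the authors' annotation (0.999).

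Mettl14 was lower in all 16 alternatives (−0.40 to −0.16 on the log2 scale; leave-one-out −0.34 to −0.25) and did not pass without scaling (−0.16), without replicates 1 and 2 (−0.26) and with the covariate (−0.27). Tnf changed direction without scaling (0.00869), without Mettl14Δfat replicate 2 (0.0466), without replicates 1 and 2 (0.19) and with the covariate (0.20), and ranged from −0.25 to 0.05 when a library was left out. Of the other values of single genes, 2253 had the direction and side of the threshold of the reported one, 133 lost the call and 8 gained one. The planned count tests were not run because FPKM are not counts, and without counts per library no limit from depth can be given for a gene.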

Differences from the paper's values

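In Figure 5A, read by eye, the paper's −log10 p is about 0.7 for the citrate cycle, and the value here is 0.367. For fatty acid degradation it is about 1.6, and 0.968 here for fatty acid oxidation. For cAMP signaling it is about 1.8 and here 1.07, for glycolysis about 2.9 and here 1.1, and for insulin signaling about 3.7 and here 0.446. The lists here were written by hand and are not the KEGG sets, so both genes and sizes differ. Of the alternatives set before the data were examined, the genes called by adjusted p gave a citrate cycle value within 1.5 times (0.913), and all genes as background gave values within 1.5 times for cAMP signaling (2.12) and glycolysis (3.21), and none did so for fatty acid oxidation or insulin signaling. With all genes as the background, these 5 lists and lipolysis pass Fisher's exact test at an adjusted p under 0.05, but so do 17 of the 28 lists. Genes under the filter join that background as not called. This lowers the called share from 48.4% to 30.5% and favours any list of expressed genes. The result is therefore no support for the pathways that the paper names.

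In Figure 5B, read by eye, the paper's qPCR ratio of Mettl14Δfat to Mettl14f/f eWAT is about 0.1 for Hsl, about 0.05 for Plin1 and about 0.65 for Cgi-58, with n = 8 and 13 by the legend, against 3 and 3 mice sequenced. Whether the mice overlap is not given in the sources used here. On the log2(FPKM + 1) scale the folds here are 1.24 for Lipe, 1.20 for Plin1 and 1.54 for Abhd5, and they differ from the paper's in every alternative set before the data were examined.

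The paper's text gives 4481 genes higher and 3486 lower, and at its thresholds 3438 and 2829 were found here, each within 1.5 times. The authors' deposited table lists 4851 higher and 3125 lower, 7976 in all. Of these, 6131 were tested here and 5873 passed in the same direction.

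The paper states from a heatmap that genes of β adrenergic signaling were higher. Over the list here 7 were higher and 8 lower, with Adrb3 among those higher. The next statements of the paper rest on qPCR, in groups that need not hold the mice sequenced. The paper finds no increase in Adrb3 and Cgi-58 mRNA. Here the log2 fold changes were 0.65 for Adrb3 (adjusted p = 0.0192 from limma) and 0.62 for Abhd5 (adjusted p = 0.00347 from limma). Pnpla2 (Atgl), not increased in the paper, did not pass here at an adjusted p under 0.05 (log2 fold change 0.29, adjusted p = 0.122 from limma). At the paper's thresholds, however, it was among the genes higher here (unadjusted p = 0.0763 from limma). The paper reports Ucp1 in eWAT as higher. Here Ucp1 was 0.418 ± 0.213 FPKM in Mettl14f/f and 0.192 ± 0.0709 FPKM in Mettl14Δfat eWAT (SD, n = 3; adjusted p = 0.17 from limma with no filter, 0.0429 without Mettl14f/f replicate 2, and 0.0429 to 0.389 over 14 alternatives). The paper reports lower Il6 and Tnfα. Tnf was 2.57 FPKM in Mettl14f/f and 2.37 FPKM in Mettl14Δfat eWAT (log2 fold change −0.10, adjusted p = 0.585 from limma), with its direction reversed without scaling and without Mettl14Δfat replicate 2, while Il6 was lower in each Mettl14Δfat library than in each Mettl14f/f library. Cpt1b and Ppara were higher here, as in the paper.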

Other observations

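Single genes of m6A readers and chemokines changed in Mettl14Δfat eWAT, while the lists that hold them went both ways and did not pass as sets. Ythdf1 and Ythdf2, which bind m6A, rose from 18.4 ± 0.625 to 29.9 ± 1.21 FPKM and from 12.0 ± 0.526 to 19.5 ± 0.0912 FPKM (SD, n = 3), and Igf2bp2, a reader that stabilizes mRNA, fell from 29.7 ± 5.20 to 8.26 ± 1.17 FPKM. Of 22 genes of the m6A machinery, 5 were higher, 5 lower and 12 did not pass at an adjusted p under 0.05 from limma (5 and 5 when adjusted over the list alone; camera adjusted p = 0.638).

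The chemokines Ccl7 and Ccl2 rose from 12.5 ± 0.524 to 55.0 ± 5.37 FPKM and from 56.6 ± 9.71 to 111 ± 7.09 FPKM, and Csf1, a growth factor of macrophages, from 23.6 ± 1.06 to 67.0 ± 9.54 FPKM, while Il1rn, the interleukin 1 receptor antagonist, fell by 1.45 on the log2 scale and Tgfb1 fell from 178 ± 9.44 to 92.8 ± 10.1 FPKM. Of 18 inflammatory genes, 7 were higher, 4 lower and 7 did not pass (7 and 4 when adjusted over the list alone). The list had an adjusted p of 0.458 from camera. Il6, measured in the paper by qPCR, was 0.409 ± 0.0681 and 0.259 ± 0.0279 FPKM, under the filter (adjusted p = 0.0610 from limma with no filter, 0.0419 without Mettl14f/f replicate 1, 0.0459 without Mettl14Δfat replicate 3, and 0.0289 to 0.328 over 14 alternatives).

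Among interferon-stimulated genes, which did not pass as a set, Ifit3 rose from 9.22 ± 0.964 to 22.6 ± 1.26 FPKM and Isg15 from 7.36 ± 0.816 to 15.0 ± 1.33 FPKM. Of 26, 10 were higher, 2 lower and 14 did not pass (10 and 4 when adjusted over the list alone). The adjusted p from camera was 0.0721, and 0.0195 without Mettl14f/f replicate 1 and 0.0112 without Mettl14Δfat replicate 2, within 6.4e-04 to 0.785 over 18 alternatives. Of 18 genes of p53, apoptosis and senescence, 5 were higher, 3 lower and 10 did not pass (5 and 1 when adjusted over the list alone; camera adjusted p = 0.562), with Cdkn2b and Phlda3 higher by 1.33 and 1.09 on the log2 scale and Mdm2 at −0.55.

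Among leukocyte markers, S100a8 of neutrophils rose from 12.4 ± 1.53 to 34.7 ± 5.83 FPKM and Kit of mast cells from 3.49 ± 0.113 to 5.69 ± 0.636 FPKM. Of 10 neutrophil and mast cell markers, 4 were higher, none lower and 6 did not pass (4 when adjusted over the list alone). Their adjusted p from camera was 0.145, and 0.0138 without Mettl14Δfat replicate 2, within 7.3e-04 to 0.775 over 17 alternatives. Of 14 T and NK cell markers, Cd247 was higher and the other 13 did not pass (none when adjusted over the list alone). With replicate 3 alone Cd247 had a log2 fold change of 0.61 and an adjusted p of 0.114 from limma. Their adjusted p was 0.205, and 0.00630 without Mettl14f/f replicate 1, within 0.00630 to 0.816 over 17 alternatives. None of 7 B and plasma cell markers passed (none when adjusted over the list alone; camera adjusted p = 0.840), and their median was 0.06 and their mean −0.07 on the log2 scale.

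Stromal markers differed within lists. Of 16 fibroblast progenitor markers, 2 were higher, 4 lower and 10 did not pass (2 and 4 when adjusted over the list alone; camera adjusted p = 0.458), with Pi16 falling from 54.8 ± 3.25 to 18.3 ± 6.65 FPKM and Mfap5 from 133 ± 11.0 to 50.7 ± 11.7 FPKM. None of 9 mesothelial markers passed (none when adjusted over the list alone; camera adjusted p = 0.934, within 0.00167 to 0.989 over 17 alternatives). In 2 alternatives chosen after seeing the data the list was lower, with Mettl14Δfat replicate 3 alone (adjusted p = 0.00167, 5 of 7 genes lower) and with the level of the germ line genes as a covariate (0.00419). The list means were 0.66 and 1.14 in Mettl14Δfat replicates 1 and 2, which hold germ line transcripts, and −0.58 in replicate 3, all relative to Mettl14f/f on the log2 scale. Their median was 0.03 while the test gave a lower direction. Of 10 skeletal muscle genes, 2 were lower, Acta1 and Pvalb by −1.15 and −0.81, and 8 did not pass (2 when adjusted over the list alone; camera adjusted p = 0.840). Of 2 nerve and glia genes tested, Mbp fell from 19.3 ± 0.282 to 9.68 ± 1.13 FPKM and the other did not pass (1 when adjusted over the list alone; camera adjusted p = 0.613).

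All 5 erythroid genes tested were higher (5 when adjusted over the list alone), with a median of 1.21 on the log2 scale. Their adjusted p from camera was 0.0654, 0.0121 without Mettl14Δfat replicate 3 and 0.152 with replicate 3 alone, within 0.0121 to 0.775 over 17 alternatives. Hba-a1, a hemoglobin chain, was 1197 ± 223 and 2952 ± 1180 FPKM. The list mean was 1.31 and 1.71 above the Mettl14f/f mean in Mettl14Δfat replicates 1 and 2, which hold germ line transcripts, and 0.52 in replicate 3. With replicate 3 alone, chosen after seeing the data, none of the 5 genes passed, and Hba-a1 had a log2 fold change of 0.55, against 1.23 with all libraries (adjusted p = 0.140 from limma, the highest of 16 alternatives). Its adjusted p was also 0.0528 with no filter and 0.0502, 0.0703 and 0.0630 without Mettl14f/f replicate 1, Mettl14f/f replicate 2 and Mettl14Δfat replicate 1.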
